# Transcriptome Analysis Revealed the Symbiosis Niche of 3D Scaffolds to Accelerate Bone Defect Healing

**DOI:** 10.1002/advs.202105194

**Published:** 2022-01-18

**Authors:** Ce Ji, Minglong Qiu, Huitong Ruan, Cuidi Li, Liang Cheng, Juan Wang, Changwei Li, Jin Qi, Wenguo Cui, Lianfu Deng

**Keywords:** 3D printed scaffolds, endochondral ossification, molecular network, symbiotic microenvironment, tissue repair

## Abstract

Three dimension (3D) printed scaffolds have been shown to be superior in promoting tissue repair, but the cell‐level specific regulatory network activated by 3D printing scaffolds with different material components to form a symbiosis niche have not been systematically revealed. Here, three typical 3D printed scaffolds, including natural polymer hydrogel (gelatin‐methacryloyl, GelMA), synthetic polymer material (polycaprolactone, PCL), and bioceramic (*β*‐tricalcium phosphate, *β*‐TCP), are fabricated to explore the regulating effect of the symbiotic microenvironment during bone healing. Enrichment analysis show that hydrogel promotes tissue regeneration and reconstruction by improving blood vessel generation by enhancing oxygen transport and red blood cell development. The PCL scaffold regulates cell proliferation and differentiation by promoting cellular senescence, cell cycle and deoxyribonucleic acid (DNA) replication pathways, accelerating the process of endochondral ossification, and the formation of callus. The *β*‐TCP scaffold can specifically enhance the expression of osteoclast differentiation and extracellular space pathway genes to promote the differentiation of osteoclasts and promote the process of bone remodeling. In these processes, specific biomaterial properties can be used to guide cell behavior and regulate molecular network in the symbiotic microenvironment to reduce the barriers of regeneration and repair.

## 1 Introduction

In recent years, ribonucleic acid sequencing (RNA‐Seq) was widely used in biology and medicine filed. As an effective detection method, RNA‐Seq played an important role in deciphering the structure and function of genomes, identifying genetic networks in cells, physiological, biochemical, and biological systems, and establishing molecular biomarkers for diseases, pathogens, and environmental challenges.^[^ ^1^ ^]^ The global cognition of gene expression, signal transduction regulatory networks, cell states, and biological functions in biological processes were of great significance for the identification of maker genes and transcription factors in development,^[^ ^2^ ^]^ regeneration,^[^ ^3^ ^]^ and disease process.^[^ ^4^ ^]^ With the development of regenerative medicine and biomedical engineering, biomaterials have been developed to accelerate tissue regeneration and repair.^[^ ^5^ ^]^ In addition to its role as support and mechanical fixation, the ability to guide cell behavior has been a central concept to fabricate biomaterials. Using biomaterials to deliver therapeutic drugs, cytokines, small molecules, micro‐RNAs, growth factors, or stem cells in damaged tissues, the regenerated processes were improved by regulating cell migration, proliferation, differentiation of mesenchymal stem cells, polarization of macrophage, and production of Treg cells.^[^ ^6^ ^]^ The varied biomaterials were applied in the fields of angiogenesis, neurogenesis, wound healing, bone regeneration, and antimicrobial therapies.^[^ ^7^ ^]^ At present, the interaction of biomaterials and surrounding tissue after implantation still needed to further reveal (such as different components of biological materials could make active different degrees of cell adhesion, proliferation, differentiation, inflammatory response,^[^ ^8^ ^]^ and tissue microenvironment). It restricts the selection of suitable biomaterials for tissue repair from the perspective of the symbiotic microenvironment composed of material and organism.

The development of 3D printing technology makes it possible for the spatial geometric configuration and internal structure design of biomaterials. According to the injury tissue structure, biomaterials can be fabricated into a specific 3D scaffold and applied to large bone defects, fracture healing, oral repair, and skin injury repair.^[^ ^9^ ^]^ Especially in the field of bone injury repair, based on bone shape and injury shape, 3D scaffold materials can be designed, fabricated and applied under different conditions.^[^ ^10^ ^]^ Although kinds of 3D scaffold materials are applied in the repair process of bone injury by providing mechanical support or bionic structure,^[^ ^11^ ^]^ and have shown a good characteristic of bone healing, the specific mechanism and the change of cell function activated by biomaterials are different. For example, the hydrogel scaffolds can promote bone regeneration through early recruitment of mesenchymal stem cells.^[^ ^12^ ^]^ The bionic bone scaffolds with complete Haversian bone structure improve the residence capacity of cells through structural changes, thus achieving the function of promoting blood vessel growth and new bone shape in vivo.^[^ ^13^ ^]^ Layered porous hydroxyapatite/tricalcium phosphate scaffolds promote bone regeneration by promoting the adhesion and proliferation of osteoblasts.^[^ ^14^ ^]^ The Polycaprolactone (PCL) scaffolds with bionic meniscus structure are applied in cartilage regeneration,^[^ ^15^ ^]^ and composite 3D hydrogel‐ceramic scaffolds enhance bone and cartilage regeneration by improving the binding interface.^[^ ^16^ ^]^ However, the specificity raised cell proliferation and differentiation and the regulation mechanism triggered by different components biomaterials are still not clear,^[^ ^17^ ^]^ which also limits the further application of 3D scaffolds materials.^[^ ^18^ ^]^ The effect of different biomaterials on the cell behavior and cell function of the same injured tissue will be the main basis for selecting suitable biomaterials for tissue injury repair. As a symbiosis niche composed by 3D scaffold, cells, and regenerated tissues, it accelerates the bone healing process. Understanding the changes of genes expression, signal transduction, regulating network, and cell behavior in the symbiosis niche during the regeneration process, is meaningful to further fabricate and apply of 3D scaffold for bone healing.

The understanding and regulation of signal transduction network to match the bone healing stages will help to improve the efficiency of injury repair and function recovery. The repair of bone injury is a postnatal regenerative process that involves various cell types and signal transduction during the whole regeneration processes.^[^ ^19^ ^]^ It mainly underwent three major stages of inflammatory response, endochondral ossification, and bone remodeling.^[^ ^20^ ^]^ In the inflammatory stage, M1 macrophages, neutrophils, leukocytes, mesenchymal stem cells, and M2 macrophages are mainly involved. In endochondral ossification stage, fibrocytes, chondrocytes, osteoblasts, and hematopoietic stem cells are mainly involved. Osteoblasts, osteoclasts, and osteocytes are mainly involved in bone remodeling stage.^[^ ^21^ ^]^ Transcriptional level regulation determines cell state and the initial of main phases. Under transcriptome regulation, mesenchymal stem cells (MSCs) which *Sox9* gene is activated and highly express will differentiate into chondrocytes, but the MSCs highly express *Runx2* will differentiate into osteoblasts. The chondrocytes which the expression of *Pth1r*, *Ihh*, *Col10a1*, and *Vegf* are up regulated, will transform into hypertrophic chondrocytes and initiate the process of endochondral ossification.^[^ ^22^ ^]^ Macrophages in tissues which polarize into M2 type under the regulation of *Arg1*, *Mcp1*, and *Il10*, promote the process of bone remodeling. Scaffold materials, whether as structural support or delivery system,^[^ ^23^ ^]^ ultimately influence cell functions (migration, differentiation, proliferation, and polarization) by changing genes expression and signal transduction of single cell or cell–cell interaction at the transcriptional level. For example, photo crosslinking gelatin‐methacryloyl (GelMA) loading osteoblast growth peptide (OGP) can target the function of osteoblasts to accelerate the process of osteogenesis in bone repair.^[^ ^24^ ^]^ BMP2 loaded by hydrogel, perichondrium extracellular matrix (PEM), tricalcium phosphate (TCP),^[^ ^25^ ^]^ and poly‐L‐lactic acid (PLLA) electrospinning membrane^[^ ^26^ ^]^ can promote the mineralization of extracellular matrix and osteogenesis.^[^ ^27^ ^]^ Hydrogel scaffolds loaded with platelet‐rich plasma (PRP) target to regulate the function of chondrocytes and promote the formation of cartilage tissues.^[^ ^28^ ^]^ PCL scaffolds loaded with deferoxamine (DFO) promote vascularization and enhance the process of bone remodeling by targeting the regulation of Hif signaling pathway.^[^ ^29^ ^]^ Specific miRNAs or siRNAs are also delivered to regulate the expression of target genes and mediate bone repair stages.^[^ ^30^ ^]^ However, although targeted regulation of single gene, pathway, or protein can achieve the increase of new bone mass, it remains to be studied that the impact of defect area microenvironment induced by biomaterials implantation, including the specific regulatory mechanisms activated by the symbiosis niche to promote regeneration processes and possible emerged side effects to the healing stage. Therefore, RNA‐Seq analysis^[^ ^31^ ^]^ of transcription‐specific activation genes and signal transduction of different scaffold materials in the process of bone regeneration is of great significance for the utilization favorable characteristics of different materials and the regulation of cell behavior in the process of bone regeneration.

Currently, biomaterials used in biomedical engineering of orthopedic mainly include natural polymer materials,^[^ ^5^, ^32^ ^]^ synthetic polymers, and bioceramics, which applied in the repair and remodeling of bone tissue through 3D printing structure design, material composition design, and delivery carrier.^[^ ^19^, ^33^ ^]^ As bio‐inks, natural polymer hydrogel (GelMA), synthetic polymer material (PCL), and bioceramics (*β*‐TCP) were widely used for bone injury repair in the past several decades. In this study, RNA‐Seq was used to analyze the characteristics of symbiosis niche during bone regeneration stage. The biological characteristics of hydrogel, PCL, and *β*‐TCP scaffold materials were obtained through gene function enrichment analysis. The specific regulation mechanism of symbiotic niche provided by the three 3D scaffold biomaterials on cell function and bone regeneration was evaluated. First, we evaluated the biocompatibility of hydrogel, PCL, and *β*‐TCP scaffold materials with bone marrow stem cells (BMSC), HUVEC, RAW264.7, and Schwann cells in vitro. Second, hydrogel, PCL, and *β*‐TCP scaffolds were implanted in critical sized bone defect model and microCT was used to evaluate the formation of new bone. Then the time point of soft callus formation and entochondrostosis initial stage was chosen to detect differentially expressed genes (DEGs) by RNA‐Seq, and biological function, cell composition, molecular function, and signal pathway are enriched to reveal the characteristics of symbiosis niche. Finally, the differences and similarities of the symbiosis niches provided by hydrogel, PCL, and *β*‐TCP scaffold materials during bone repair processes were systematically explained by histomorphology and DEGs function enrichment analysis. The regulation function of symbiosis niche composed of implantation scaffolds, recruitment cells, and newly formed tissues on tissue regeneration process, cell function, and signal transduction are shown (**Scheme** **1**). The potential molecular biological mechanism is provided for the further research and more efficient use of specific scaffold material for bone regeneration. The side effects that may be induced by scaffold during bone regeneration processes are also proposed to notice.

**Scheme 1:**
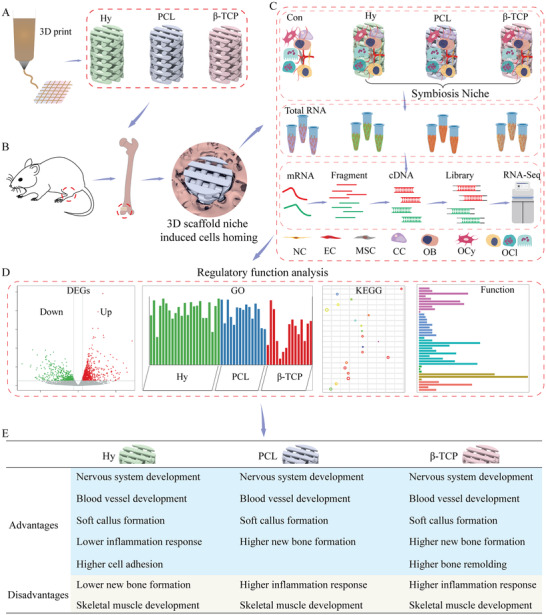
Transcriptome analysis reveals the main regulatory function of hydrogel, PCL, and *β*‐TCP 3D print scaffolds for promoting bone defect healing. A) Fabrication of hydrogel, PCL, and *β*‐TCP scaffolds by 3D printing technology. B) The scaffolds were implanted into a critical‐sized bone defect model at distal femur. C) The regenerate tissues were harvested, and the RNA library were constructed for RNA‐Seq. D) DEGs, GO enrichment, KEGG enrichment, and function classification analysis were carried out to clarify the regulatory function. E) The summary of advantages and disadvantages of hydrogel, PCL, and *β*‐TCP scaffolds during bone healing processes. Hy, hydrogel; PCL, polycaprolactone; *β*‐TCP, *β*‐tricalcium phosphate; BP, biological process; CC, cellular component; MF, molecular function; NC, nerve cell; EC, endothelial cell; MSC, mesenchymal stem cell; CC, cartilage cell; OB, osteoblast; OCy, osteocyte; OCl, osteoclast; DEGs, differentially expressed genes; GO, gene ontology; KEGG, Kyoto Encyclopedia of Genes and Genomes.

## 2 Results

### 2.1 GelMA Hydrogel, PCL, and *β*‐TCP Scaffolds Appear with Good Biocompatibility In Vitro

To evaluate the function of GelMA hydrogel,^[^ ^32^ ^]^ PCL, and *β*‐TCP 3D scaffolds which promote bone regeneration^[^ ^33^ ^]^ at a critical‐size defect, first, we fabricated a 20 × 20 × 3 mm cuboid scaffold of hydrogel, PCL, and *β*‐TCP scaffolds by proper methods to suit the characteristics of materials (**Figure** **1**A–C). The scaffolds were fabricated by stacking materials layer by layer (Figure 1D). Then, 3 mm diameter cylinder scaffolds were obtained from cuboid scaffolds (Figure 1E–G and Figure S1, Supporting Information). Scanning electron microscope (SEM) images displayed the microstructure of scaffolds surface (Figure 1H–J) and cross‐sectionals (Figure 1K–M). As a result, the hydrogel scaffold's appearance is a porous structure surface, the PCL scaffold's appearance is a smooth surface, and the *β*‐TCP's appearance is a ravines and gullies crisscross surface. Although the same 25G nozzle were used, it was difficult to get the same diameter of single threadlet of hydrogel, PCL, and *β*‐TCP materials (Figure 1N), but the gaps between two threadlet could be controlled in 400–500 µm (Figure 1O).

**Figure 1:**
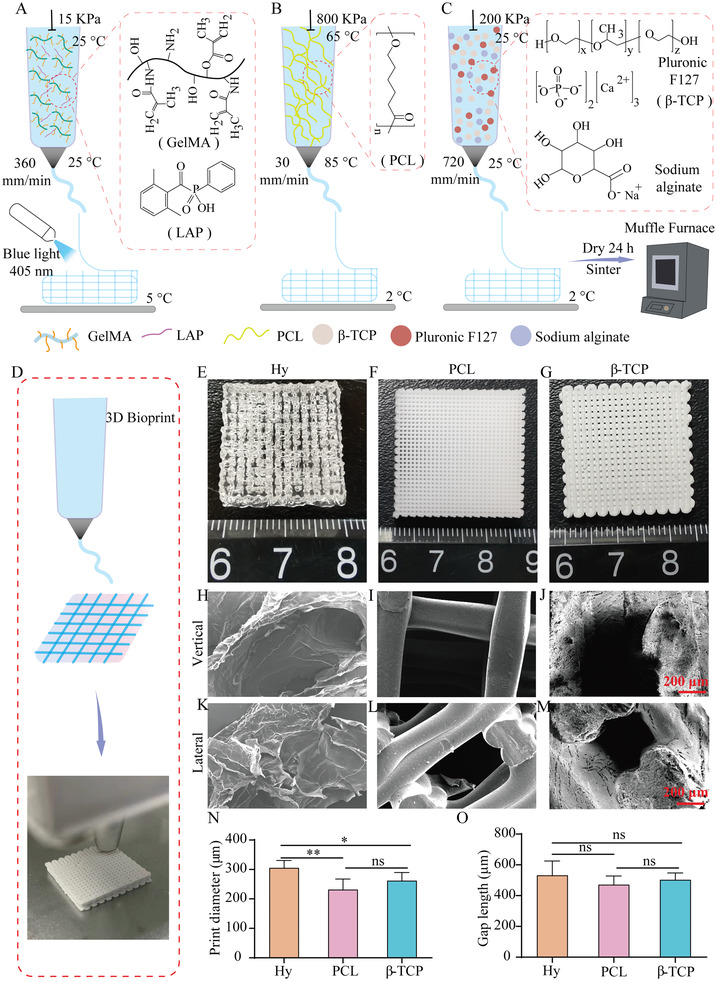
Fabrication and characterization of the GelMA hydrogel, PCL, and *β*‐TCP scaffolds. A–C) The fabrication schematic diagram, relevant parameter, and material components of hydrogel, PCL, and *β*‐TCP scaffolds. D) The general fabrication process of 3D print scaffolds that stacking materials layer by layer. E–G) The scaffolds of hydrogel, PCL, and *β*‐TCP were primary fabricated as a 20 × 20 × 3 mm cube. H–M) SEM images of hydrogel, PCL, and *β*‐TCP scaffolds by vertical and lateral view. N) The statistics of print diameter. O) The statistics of print gap length. Each group contained three replicates and data was analyzed by one‐way ANOVA with Bonferroni test for multiple comparisons (N,O). GelMA, gelatin‐methacryloyl; LAP, lithium phenyl‐2,4,6‐trimethylbenzoyl phosphonate; PCL, polycaprolactone; *β*‐TCP, *β*‐tricalcium phosphate.

During bone regeneration and remodeling, multiple cell types were recruited containing MSCs, macrophages, endothelial cells, and nerve cells to form normal function bone structure.^[^ ^20^, ^21^ ^]^ So, we evaluated the biocompatibility of hydrogel, PCL, and *β*‐TCP scaffolds co‐cultured with BMSC, HUVEC, RAW264.7, and Schwann cells, respectively. The live/dead results showed that hydrogel, PCL, and *β*‐TCP scaffolds groups appeared excellent biocompatibility co‐cultured with all four type cells for 3 d (**Figure** **2**A–D and Figure S2–S5, Supporting Information), although compared to the control group, the PCL scaffold influenced Schwann cells and the *β*‐TCP scaffold influenced HUVEC to a degree (Figure 2E–H). Furthermore, according to the CCK‐8 assay results, there were no significant difference in control and three scaffold groups co‐cultured for 1 day, and the proliferation of BMSC, HUVEC, RAW264.7, and Schwann cells were significant when co‐cultured with scaffolds for 5 days (Figure 2I–L). In a word, as scaffolds, hydrogel, PCL, and *β*‐TCP all appears excellent biocompatibility in vitro.

**Figure 2:**
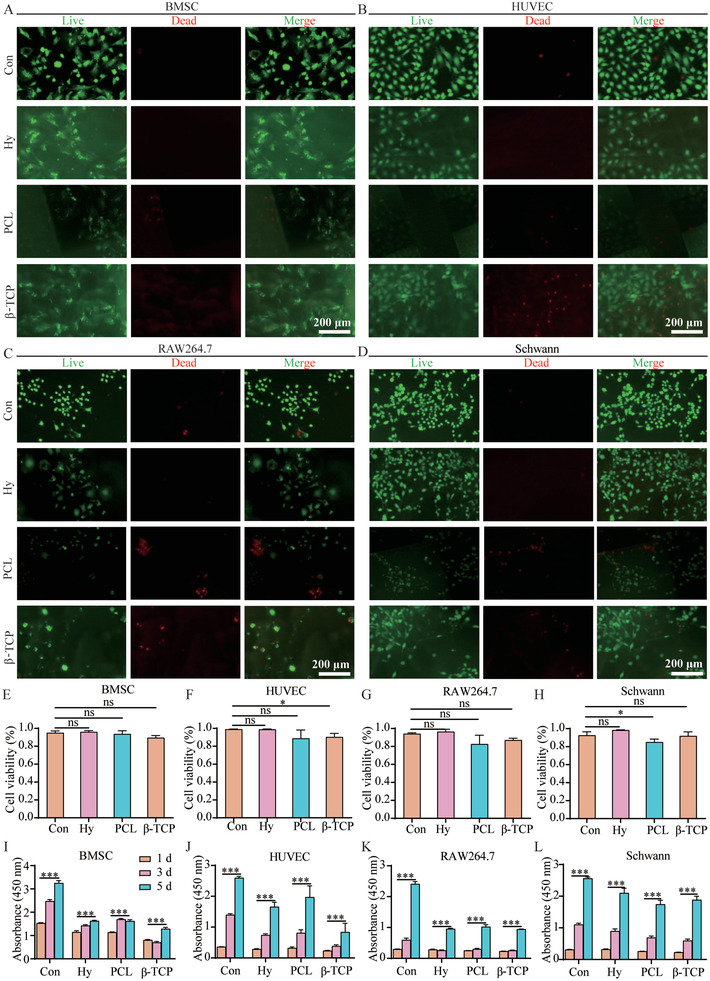
Biocompatibility of the hydrogel, PCL, and *β*‐TCP scaffolds. A–D) Live/Dead staining of BMSC (A), HUVECs (B), RAW264.7 (C), and Schwann (D) cells cultured with no scaffold, hydrogel, PCL, or *β*‐TCP scaffold for 3 days. E–H) The statistics of cell viability of BMSC (E), HUVECs (F), RAW264.7 (G), and Schwann (H) cells cultured with no scaffold, hydrogel, PCL, or *β*‐TCP scaffold for 3 days. I–L) CCK‐8 results of BMSC (I), HUVECs (J), RAW264.7 (K), and Schwann (L) cells proliferation cultured with no scaffold, hydrogel, PCL, or *β*‐TCP scaffold. Each group contained three replicates and data was analyzed by one‐way ANOVA with Bonferroni test for multiple comparisons (E–L). *p < 0.05, *** *p* < 0.001.

### 2.2 Scaffolds Accelerate Bone Healing Stage

To investigate the function of hydrogel, PCL, and *β*‐TCP scaffold during bone healing, a rat critical‐sized bone defect model was used to evaluate the degree of bone healing at 2, 4, and 7 weeks. In detail, 3D scaffolds were implanted in the distal femur (**Figure** **3**A). After implantation, X ray was used to confirm the scaffold was exactly implanted, then the harvested femurs were scanned by microCT and reconstructed by Imaris software (Figure 3A and Figure S6A–C, Supporting Information). According to the results, only a little new bone could be detected in the inside space of the defect zoon in control group. However, with the implanting of hydrogel, PCL, or *β*‐TCP scaffold, respectively, the volume of new bone was higher than control at the initial 2 weeks and it was more significate when increased until 7 weeks (Figure 3B). The results of reconstruction of new bone at 2 weeks showed the obvious new bone formation in hydrogel, PCL, or *β*‐TCP scaffold groups (Figure 3C–F and Figure S6D,E, and Movies S1–S4, Supporting Information). In addition, the *β*‐TCP scaffold and new bone could be detected at the same time by microCT, which showed the obvious relative location of scaffold and new bones (Figure S7, Supporting Information). Then, the difference of new bone formation was evaluated and quantified by BMD (Figure 3G), BV/TV (Figure 3H), Tb.Th (Figure 3I), and Tb.Sp (Figure 3J), and it was obviously found that the implantation of scaffolds accelerated the bone healing.

**Figure 3:**
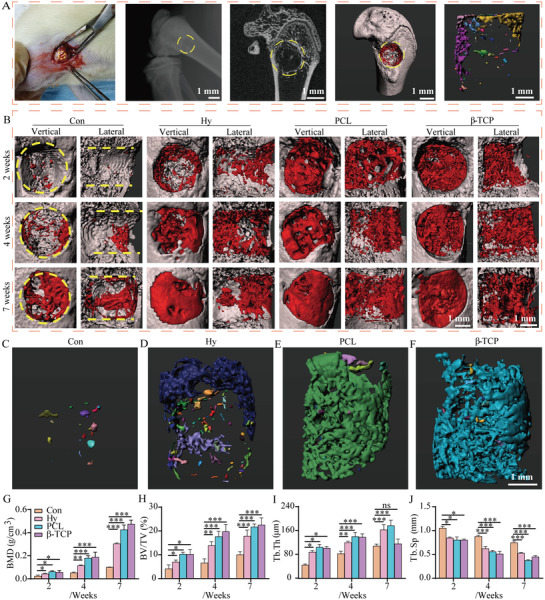
The hydrogel, PCL, and *β*‐TCP scaffolds accelerate bone healing in vivo. A) The critical‐sized bone defect model at distal femur and the implantation of scaffolds, X‐ray to confirm the correct implantation, microCT analysis the formation of new bone, Imaris software was used to differentiate the new bone, and analysis of new bone distribution. B) New bone formation in control, hydrogel, PCL, and *β*‐TCP scaffold groups at 2, 4, and 7 weeks. C–F) The reconstruction of new bone in control, hydrogel, PCL, and *β*‐TCP scaffold groups at 2 weeks. G–J) The statistics of microstructural parameters of new bone, including bone mineral density (BMD), bone tissue volume/total tissue volume (BV/TV), trabecular thickness (Tb.Th), and trabecular separation/spacing (Tb.Sp) at 2, 4, and 7 weeks. Each group contained three replicates and data was analyzed by one‐way ANOVA with Bonferroni test for multiple comparisons (G–J). *p < 0.05, **p < 0.01, ***p < 0.001).

In addition, histological analysis of HE staining showed that regenerated tissues initially formed around scaffolds in hydrogel, PCL, and *β*‐TCP groups, but without scaffold, only a little spot volume tissues formed (**Figure** **4**A) at 2 weeks. The staining results revealed that the implantation of scaffolds promoted the formation of ossification centers, new bones, blood vessels, and fibrous tissue in the soft callus (Figure 4A). At 4 weeks, the soft callus was almost replaced by hard callus in scaffolds implantation groups (Figure 4B), but there were both soft callus and hard callus and the volume was less than scaffold groups in the control group (Figure 4B). At 7 weeks, the remodeling stage has been activated in scaffolds group, but there was still a little new bone formed in the control group (Figure 4C). And the morphology of regenerated tissues in control group at 7 weeks was more likely the healing stage of implantation groups at 4 weeks (Figure 4C). During bone defect healing, the main process in the defect zone was endochondral osteogenesis like long bone development. So, the formation of soft callus after inflammatory stage was important for further hard callus formation and bone remodeling processes. Without scaffold, the emerging of ossification was less than scaffolds implantation groups because of the limitation of soft callus formation (Figure 4A–C), and only little ossification spots can be found (Figure S6D,E, Supporting Information) at 2 weeks. However, there were more ossification spots and the spots would form linear bone structure in scaffolds′ implantation groups (Figure S6D,E, Supporting Information). But it was less known about the transcriptome mechanism of signal transduction and regulatory network that the scaffold implantation to promote the formation of soft callus and ossification, and what was the unique role of hydrogel, PCL, or *β*‐TCP scaffold during these processes.

**Figure 4:**
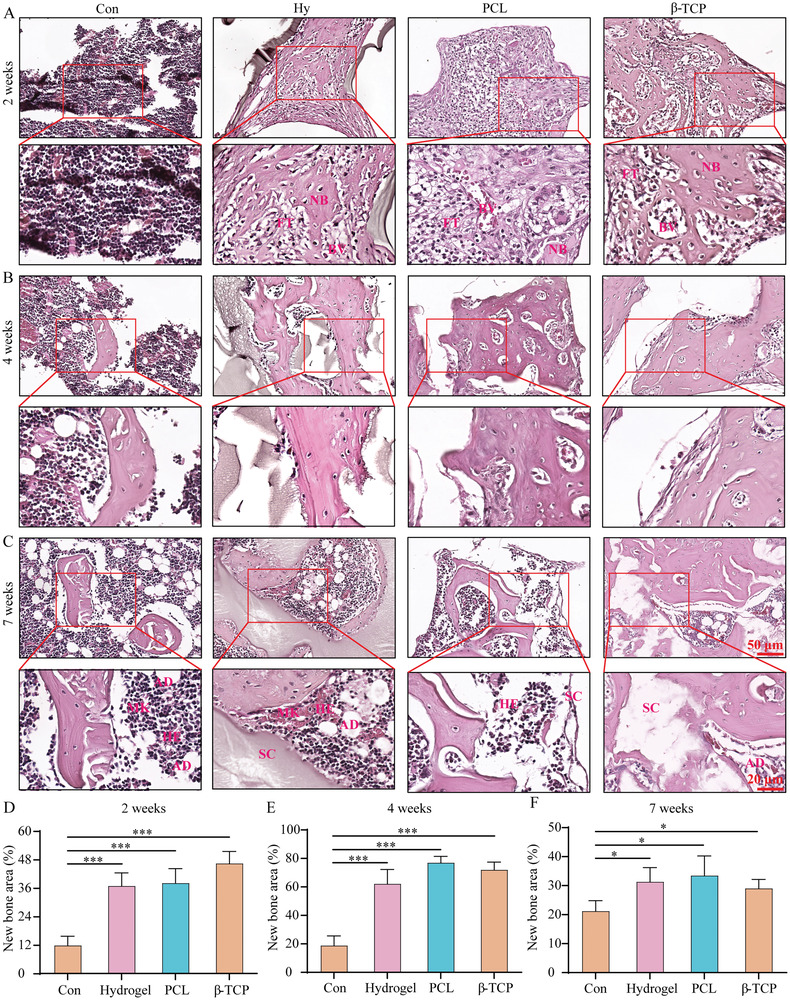
Histomorphology analysis of the new formed tissues in the defect zone. A–C) The new formed tissues in control, hydrogel, PCL, and *β*‐TCP scaffold groups at 2 (A), 4 (B), and 7 weeks (C). D–F) The percent of new formed bone in the regenerate tissues at 2 (D), 4 (E), and 7 weeks (F). Each group contained three replicates and data was analyzed by one‐way ANOVA with Bonferroni test for multiple comparisons (D–F). NB, new bones; BV, blood vessels; FT, fibrous tissue; AD, adipocytes; MK, megakaryocytes; HE, hematopoietic cells; SC, scaffold. *p < 0.05, ***p < 0.001.

To well know the role of hydrogel, PCL, and *β*‐TCP scaffold to accelerate the endochondral osteogenesis process at transcriptome level, expressed genes in control group, hydrogel, PCL, and *β*‐TCP groups at 2 weeks, were obtained by RNA‐Seq. 

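RNA of the tissue in the distal femur defect was sequenced 2 weeks after surgery in 4 groups of 3 libraries each: the control group, in which no scaffold was implanted, and the groups with a scaffold of gelatin methacryloyl hydrogel, of PCL, a slowly degrading polyester, or of β-TCP, a resorbable calcium phosphate ceramic. The paper's methods describe Trizol extraction, a VAHTS library kit and a NovaSeq sequencer, whereas the sample labels describe a mirVana kit, a stranded TruSeq kit and a HiSeq sequencer, and nothing in the sources used here settles which applies. The authors trimmed the reads with Trimmomatic, aligned them with hisat2 and gave each gene as FPKM, fragments scaled to gene length and library size, from cufflinks, and the submitters' processing notes name the rat build Rnor_6.0. The FPKM of a gene were whole multiples of the value of 1 fragment, within 0.01 of a whole number, in 17923 of the 18684 genes above 0 (95.9%). From these steps the depth was 15260876, 15180640 and 16302791 fragments in the 3 control libraries, 16600297, 15753563 and 15036338 in the hydrogel group, 16714873, 17358297 and 16596173 in the PCL group and 16990094, 16230569 and 16533065 in the β-TCP group. Hemoglobin transcripts, which mark red cells and their precursors, held 9.14%, 14.4% and 1.02% of the FPKM in control replicates 1 to 3, 17.9%, 9.9% and 18.8% in the hydrogel group, 10.6%, 16.6% and 25.4% in the PCL group and 7.3%, 3.61% and 3.44% in the β-TCP group. β-TCP replicates 2 and 3 differed from each other by a chi-square of 2.14 per gene, against 30.4 to 301 in the other 11 pairs of libraries of 1 group. Their median chi-square of 0.714 lay above the 0.455 of counting noise, which 2 samples and 2 preparations of 1 sample would both show, so it does not settle whether they are 2 replicates. They entered as the 2 libraries that the sample labels give. Counts were also taken with this pair averaged, an alternative chosen after the values were seen. A total of 12633 of 22601 genes, those with at least 1 FPKM in at least 3 libraries, were tested with limma on log2(FPKM + 1) in 1 fit of the 12 libraries. On this scale fold changes of genes with low FPKM are understated. Genes were counted at a Benjamini-Hochberg adjusted p under 0.05 and at the threshold of the paper's methods, an unadjusted p under 0.05 with a fold change over 2 or under 0.5. The paper's statistics section gives at least 3 independent samples per group for each analysis. It does not state for these libraries that each came from a separate rat, so p-values measure only the spread between these samples.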

Then the analysis of DEGs was applied and there were 201 DEGs up‐regulated and 410 DEGs down‐regulated in hydrogel group compared with the control group (**Figure** **5**A), there were 580 DEGs up‐regulated and 416 DEGs down‐regulated in PCL group compared with the control group (Figure 5B), and there were 887 DEGs up‐regulated and 470 DEGs down‐regulated in *β*‐TCP group compared with the control group (Figure 5C). 

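Mmp12, which encodes macrophage elastase, was at 27.2 ± 8.26 FPKM in the control group (SD, n = 3), 23.4 ± 18.7 in the hydrogel group, 573 ± 249 in the PCL group and 374 ± 245 in the β-TCP group. It rose in the PCL group by a log2 fold change of 4.30 (standard error 0.68, adjusted p = 0.034) and in the β-TCP group by 3.40 (standard error 0.68, adjusted p = 0.025), both from limma. Cst6, an inhibitor of cysteine proteases, rose from 0.799 ± 0.271 to 41.7 ± 22.6 FPKM in the PCL group (log2 fold change 4.44, standard error 0.42, adjusted p = 0.0038). Arsi, an arylsulfatase, changed there by -3.26 (standard error 0.48, adjusted p = 0.025). Rcan2, a regulator of calcineurin, rose from 11.7 ± 4.18 to 72.7 ± 16.4 FPKM in the β-TCP group (log2 fold change 2.58, standard error 0.32, adjusted p = 0.0079). Lyc2, a lysozyme, rose by 2.70 (standard error 0.43, adjusted p = 0.014). The single gene at an adjusted p under 0.05 in the hydrogel group was Rps10l1, a copy of the ribosomal protein gene Rps10 that may share reads with it. It was at 71.6 ± 6.31 FPKM against 29 ± 4.67 in the control group (log2 fold change 1.28, standard error 0.13, adjusted p = 0.018). At the threshold of the paper's methods, 102 genes were higher and 187 lower in the hydrogel group than in the control group. In the PCL group 300 were higher and 160 lower, and in the β-TCP group 314 and 130. The median log2 fold change of all genes between the hydrogel and control groups was 0.14 as deposited. It was 0.01 after scaling by the median of ratios and 0.02 after quantile normalization. The hydrogel split was 52 higher and 262 lower with the former and 52 and 251 with the latter. The hydrogel total of 289 was 592 without control replicate 1, 1194 without control replicate 2, 94 without control replicate 3, 476 without hydrogel replicate 2 and 160 without hydrogel replicate 3. The split turned to mostly higher without control replicate 1 (341 higher of 592) and without control replicate 2 (840 higher and 354 lower). It stayed mostly lower without control replicate 3 (17 higher of 94) and without hydrogel replicate 2 (200 and 276) or 3 (25 higher of 160). The PCL total of 460 was 706 without control replicate 1, 944 without control replicate 2, 210 without control replicate 3 and 257 without PCL replicate 3. The β-TCP total of 444 was 807 without control replicate 3. Of these 512 were lower, so the β-TCP split turned to mostly lower there. Of the PCL calls, significance was lost by limma-voom (all), without PCL replicate 1, 2 or 3 (Mmp12 and Arsi) and without control replicate 1 or 2 (Mmp12). Mmp12 ranged from 3.97 to 4.58 on the log2 scale, Arsi from -3.71 to -2.66 and Cst6 from 4.04 to 4.84 with 1 library left out. The β-TCP calls of Mmp12 and Lyc2 ended without β-TCP replicate 2 or 3 or with β-TCP replicates 2 and 3 averaged (both) and without control replicate 1 or 2 (Mmp12). Mmp12 ranged from 2.99 to 4.23 on the log2 scale and Lyc2 from 2.29 to 3.19 with 1 library left out. The hydrogel call ended without hydrogel replicate 1, 2 or 3, with a fit of only the 2 groups compared and with the replicate number as a block. Rps10l1 ranged from 1.17 to 1.39 on the log2 scale with 1 library left out.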

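On the main difference between libraries, genes of blood and dividing cells lay opposite to those of cartilage and connective tissue. On the first principal component of log2(FPKM + 1), 54.5% of the variance, 26 of 26 erythroid genes, 17 of 17 neutrophil genes, 20 of 20 B cell genes and 39 of 39 genes of the mitotic cell cycle lay on the negative side, as did 28 of 29 skeletal muscle, 75 of 79 ribosomal protein, 18 of 19 interferon and 10 of 11 adipocyte genes. On the positive side lay 27 of 27 genes of collagens and extracellular matrix, 21 of 22 cartilage genes, 32 of 35 lysosomal genes and 17 of 19 osteoclast genes, all from lists written before the data were examined. The control libraries were the most spread, at 0.351, -23.2 and 81.7 for replicates 1 to 3, with replicate 3, the library lowest in hemoglobin, at the cartilage end. The β-TCP libraries lay at 15.7, 34.8 and 35.2, the hydrogel libraries at -26.6, -13.1 and -52.2 and the PCL libraries at -12.0, -8.07 and -32.5. Between libraries of the hydrogel and PCL groups the mean distance was 52.5, close to that within the hydrogel group (47.8) and the PCL group (45.1), while β-TCP libraries lay 74.2 from hydrogel and 63.9 from PCL libraries. The control libraries lay 82.9 from each other, which exceeds their distance of 71.8 to the hydrogel, 75.0 to the PCL and 73.2 to the β-TCP libraries. No p-value was computed for positions or distances.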

The statistical analysis of the samples in four groups was accomplished by principal component analysis (PCA), and the results show that the transcriptome data can be used for further analysis (Figure 5D).The heatmap revealed the expression pattern of DEGs (Figure 5E), and hydrogel and PCL groups had the similar expression pattern comparing with the control, but the *β*‐TCP group had a special pattern compared to the control, hydrogel, and PCL groups, which indicated that although different scaffolds could all promote bone healing process, the innate mechanism might be utterly different. Then the DEGs was enriched in hydrogel, PCL, and *β*‐TCP groups comparing with the control, and 179 DEGs were included in all three groups, which might be induced by the implantation of scaffolds (Figure 5F). 

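Most cartilage genes were lower in all 3 scaffold groups. Of 22 cartilage matrix and chondrocyte genes, 18 were lower than in the control group in all 3 scaffold groups, as were 3 of 8 genes of hypertrophic chondrocytes and 3 of 9 genes of hedgehog signaling. Of the macrophage genes, 1 of 20 was higher in all 3 groups, and of the erythroid genes 0 of 26 was, at this threshold of limma's unadjusted p and the fold change. In total 90 genes passed that threshold in the same direction in the hydrogel, PCL and β-TCP groups. The 3 comparisons use the same control libraries. In 100 simulations of unchanged groups with 1 control group in common, 4.33 genes were shared on average and at most 55. The simulations are not shown to have kept the real control libraries, with the outlying control replicate 3, in place. They may thus understate the sharing that these controls give. Independent lists of these sizes would share 0.0602 higher and 0.0244 lower genes. With 3 control libraries the controls could not be split, so part of the excess may come from the shared controls. The shared count was 169 without control replicate 1, 148 without control replicate 2 and 48 without control replicate 3. With all libraries 85 shared genes were lower and 5 higher. Without control replicate 1, 116 of the 169 were lower, and without control replicate 2, 132 were lower and 16 higher. The number of higher shared genes thus depended strongly on the control libraries.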

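Of the genes shared by the hydrogel, PCL and β-TCP groups, 85 were lower than in the control group and 5 were higher. The lower genes held cartilage regulators and matrix proteins. Sox9, the transcription factor of chondrocyte differentiation, was at 7.05 ± 6.05 FPKM in the control group (SD, n = 3), 1.4 ± 0.0648 in the hydrogel group, 1.41 ± 0.364 in the PCL group and 1.11 ± 0.39 in the β-TCP group. Ihh, a signal made by prehypertrophic chondrocytes, was at 22.5 ± 20.2 FPKM in the control group, 0.841 ± 0.32 in the hydrogel group, 0.499 ± 0.334 in the PCL group and 2.01 ± 2.22 in the β-TCP group. It fell in the PCL (log2 fold change -3.62, standard error 0.61, adjusted p = 0.0452 from limma) and β-TCP groups (-2.84, standard error 0.61, adjusted p = 0.031). Matn3, a matrix protein of growth cartilage, was at 79.2 ± 94.4 FPKM in the control group and at 5.79 ± 5.2, 2.99 ± 1.67 and 4.55 ± 3.9 in the hydrogel, PCL and β-TCP groups. For Col10a1, the collagen of hypertrophic cartilage, the log2 fold changes were -4.75 in the hydrogel group and -5.34 in the PCL group, without passing. Col10a1 changed by -4.06 (standard error 0.93, adjusted p = 0.038) in the β-TCP group, from limma. The higher genes were Cd5l, Lilrb3a, Rps10l1, RT1-M2 and LOC103689996. In these comparisons all but Cd5l and Rps10l1 are named after their values were seen. Lilrb3a, an inhibitory receptor of myeloid cells, had log2 fold changes of 1.03, 1.10 and 1.52 in the hydrogel, PCL and β-TCP groups. RT1-M2, a class I histocompatibility gene whose relatives may share its reads, had 1.49, 1.04 and 1.84. In the PCL group the call of Ihh ended without control replicate 2 or PCL replicate 1, 2 or 3 or by limma-voom. Ihh ranged from -4.22 to -2.94 on the log2 scale with 1 library left out. In the β-TCP group the calls of Ihh and Col10a1 ended without control replicate 2 or β-TCP replicate 2 or 3, with β-TCP replicates 2 and 3 averaged or by limma-voom (both). Ihh ranged from -3.44 to -2.16 on the log2 scale and Col10a1 from -4.94 to -3.18 with 1 library left out.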

Further analysis of the 179 DEGs revealed that 18 DEGs were up‐regulated and 161 DEGs were down‐regulated (Figure 5G). To validate the DEGs identified by transcriptome analysis, up and down‐regulated DEGs were selected for RT‐qPCR analysis (Figure 5H,I). 

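Cd5l, a secreted protein of tissue macrophages, was at 4.48 ± 3.22 FPKM in the control group (SD, n = 3), 8.86 ± 1.58 in the hydrogel group, 20.8 ± 1.15 in the PCL group and 11.6 ± 3.25 in the β-TCP group. Its log2 fold changes against the control group were 1.09, 2.25 and 1.42 in the hydrogel, PCL and β-TCP groups. For Ifi27l2b, an interferon-inducible gene, these were 1.25, 1.19 and 0.93, from 17 ± 9.96 FPKM in the control group. The eosinophil chemokine gene Ccl24 had 1.12, 1.43 and 0.91, and the B cell chemokine gene Cxcl13 1.11, 1.51 and 4.15. Cxcl13 was at 122 ± 103 FPKM in the β-TCP group against 1.93 ± 0.732 in the control group. Col2a1, the main collagen of cartilage, was at 3913 ± 4467 FPKM in the control group, 176 ± 236 in the hydrogel group, 103 ± 70.9 in the PCL group and 206 ± 277 in the β-TCP group. Its log2 fold changes were -4.81, -4.96 and -4.58 (standard errors 1.27, 1.27 and 1.27). Mgp, an inhibitor of calcification, had log2 fold changes of -2.75, -2.68 and -1.08, and Col11a1, a fibrillar collagen of cartilage, of -1.35, -1.36 and -1.23. Of these genes and Acan in the 3 comparisons, limma's test at an adjusted p under 0.05 was passed once, by Acan, the main cartilage proteoglycan, which fell in the β-TCP group (log2 fold change -3.17, standard error 0.69, adjusted p = 0.032). In the control group the standard deviation of Col2a1 exceeded its mean. Replicate 3 was at 9071 FPKM of Col2a1 and replicates 1 and 2 at 1298 and 1370.5. The call of Acan ended without β-TCP replicate 2 or 3 or with β-TCP replicates 2 and 3 averaged. Acan ranged from -3.69 to -2.30 on the log2 scale with 1 library left out.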

The primer sequences are listed in Table S1, Supporting Information.

**Figure 5:**
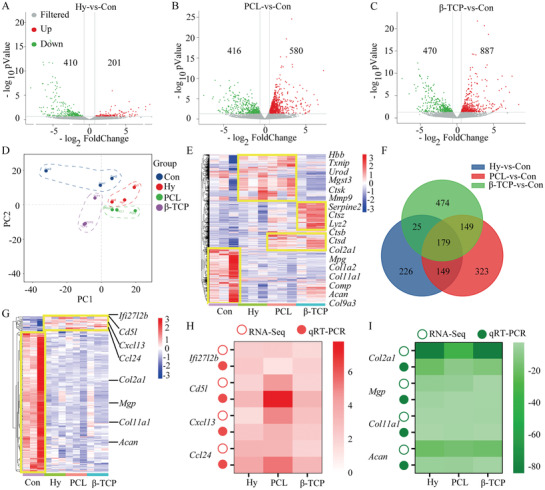
Transcriptome analysis of the scaffolds function to accelerate bone healing. A–C) The DEGs in hydrogel (A), PCL (B), and *β*‐TCP scaffold (C) groups compared with control group. D) PCA analysis of all samples. E) Heatmap analysis of DEGs. F) Venn diagrams showing the number of DEGs in hydrogel, PCL, and *β*‐TCP scaffold groups. G) Heatmap showing the DEGs which all up‐regulated or down‐regulated in hydrogel, PCL, and *β*‐TCP scaffold groups. H) Validation of transcriptome data (up‐regulated DEGs) by quantitative reverse transcription‐polymerase chain reaction (RT‐qPCR). I) Validation of transcriptome data (down‐regulated DEGs) by RT‐qPCR. Each group contained three replicates and DEGs were presented which FoldChange > 2 or FoldChange < 0.5.

### 2.3 DEGs Comparison Revealed a Scaffold Characteristic

Although bone healing was promoted after scaffolds implantation at histological level (Figure 3), the function of DEGs and the relationship between DEGs and bone healing were not clear. In this study, GO enrichment was used to analyze the function of DEGs at biological processes, cellular components, and molecular function level. Comparing to the control group, oxygen transport, a skeletal muscle thick filament, and erythrocyte development were up‐regulated and extracellular space, extracellular matrix, and collagen fibril organization were down‐regulated in the hydrogel group (**Figure** **6**A,B), antigen processing, muscle contraction, and skeletal muscle contraction were up‐regulated and extracellular space, extracellular matrix, and basement membrane were down‐regulated in the PCL group (Figure 6C,D), and GO terms of multinuclear osteoclast, antigen processing, and lysosome were up‐regulated and extracellular space, extracellular matrix, and chondrocyte differentiation were down‐regulated in the *β*‐TCP scaffold group (Figure 6E,F). In addition, KEGG pathway enrichment analysis was also used to reveal the functions of DEGs. 

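Among genes lower than in the control group at the threshold of the paper's methods, those of the extracellular matrix were more than chance gives in each scaffold group. There were 39 of 175 genes (2.68 by chance, exact test, adjusted p = 3.7e-34, camera adjusted p = 0.29 with an estimated correlation) in the hydrogel group and 27 of 175 genes (2.28 by chance, exact test, adjusted p = 5.9e-21, camera adjusted p = 0.681 with an estimated correlation) in the PCL group. The β-TCP group had 16 of 175 genes (1.76 by chance, exact test, adjusted p = 7.6e-11, camera adjusted p = 0.785 with an estimated correlation), from one-sided Fisher's exact tests over 11826 annotated genes. Beside each term called by this test stands the adjusted p of limma's camera with an estimated correlation, which none of them passed. Of the genes of collagen fibril organization, 12 of 41 genes (0.628 by chance, exact test, adjusted p = 1.5e-12, camera adjusted p = 0.301 with an estimated correlation) were lower in the hydrogel group. Of those of chondrocyte differentiation, 6 of 36 genes (0.362 by chance, exact test, adjusted p = 2.1e-06, camera adjusted p = 0.716 with an estimated correlation) were lower in the β-TCP group. Genes that carry oxygen were among the higher genes of the hydrogel group, with 2 of 10 genes (0.0769 by chance, exact test, adjusted p = 0.0034, camera adjusted p = 0.766 with an estimated correlation). Erythrocyte development had 2 of 23 genes (0.177 by chance, exact test, adjusted p = 0.016, camera adjusted p = 0.766 with an estimated correlation) there. In the PCL group 4 of 19 genes (0.455 by chance, exact test, adjusted p = 0.0012, camera adjusted p = 0.71 with an estimated correlation) of skeletal muscle contraction were higher. In the β-TCP group 21 of 215 genes (5.4 by chance, exact test, adjusted p = 2.1e-07, camera adjusted p = 0.716 with an estimated correlation) of the lysosome and 3 of 23 genes (0.578 by chance, exact test, adjusted p = 0.021, camera adjusted p = 0.73 with an estimated correlation) of antigen processing and presentation were. Not enriched were muscle contraction and antigen processing in the PCL group, with 2 of 35 genes (0.838 by chance, exact test, adjusted p = 0.22) and 0 of 23 genes (0.55 by chance, exact test, adjusted p = 1). The thick filament term in the hydrogel group held 0 of 2 genes (0.0154 by chance, exact test, adjusted p = 1), and multinuclear osteoclast differentiation in the β-TCP group 0 of 4 genes (0.1 by chance, exact test, adjusted p = 1). Col4a1 and Col4a2, the main chains of basement membrane collagen, had log2 fold changes of -1.16 and -1.03 in the hydrogel group and -0.98 and -0.87 in the PCL group. The medians over 13 basement membrane genes were -0.74 and -0.68 there. In the β-TCP group the median was 0.01, and -0.07 after scaling by the median of ratios. It was -0.02 without control replicate 1, -0.35 without control replicate 2, 0.40 without control replicate 3, 0.22 without β-TCP replicate 1, -0.11 without β-TCP replicate 2 and -0.09 without β-TCP replicate 3. None of the 13 basement membrane genes passed limma's test over all genes or limma-voom in the hydrogel group, the PCL group or the β-TCP group. For basement membrane genes the counts at an unadjusted p under 0.05 were 9 lower in the hydrogel group, 9 lower in the PCL group and 2 higher and 1 lower in the β-TCP group, and adjusted over the list alone 9 lower in the hydrogel group, 8 lower in the PCL group and none in the β-TCP group. Of the GO term basement membrane, 11 of 69 genes (0.899 by chance, exact test, adjusted p = 2.9e-09, camera adjusted p = 0.672 with an estimated correlation) were lower in the PCL group at the paper's threshold. Of 10 genes of class II antigen presentation, 1 rose in the β-TCP group (3 adjusted over the list alone). This was Ifi30, a thiol reductase of lysosomes (log2 fold change 1.21, standard error 0.23, adjusted p = 0.021 from limma). Of the 12 terms of the hydrogel comparison 11 passed, against 6 without control replicate 3 and 7 without hydrogel replicate 3. The PCL median of basement membrane genes was -0.34 without control replicate 3. The call of Ifi30 ended without control replicate 2 or β-TCP replicate 2 or 3 or with β-TCP replicates 2 and 3 averaged. Ifi30 ranged from 1.02 to 1.42 on the log2 scale with 1 library left out.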

Comparing to the control group, hematopoietic cell lineage, malaria, and T cells differentiation pathways were up‐regulated and EMC‐receptor interaction, protein digestion, and human papillomavirus infection were down‐regulated in the hydrogel group (**Figure** **7**A,B), malaria, bile secretion, and mineral absorption were up‐regulated, and EMC‐receptor interaction, human papillomavirus, and protein digestion were down‐regulated in the PCL group (Figure 7C,D), and lysosome, rheumatoid arthritis, and osteoclast differentiation pathways were up‐regulated and EMC‐receptor interaction, human papillomavirus, and focal adhesion were down‐regulated in the *β*‐TCP group (Figure 7E,F). 

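Genes of lysosomes and osteoclasts were among those that rose in the β-TCP group. Of 35 lysosomal genes, 18 rose and none fell at an adjusted p under 0.05 from limma (31 adjusted over the list alone). Among them were Lgmn, an asparaginyl endopeptidase (log2 fold change 1.60, standard error 0.30, adjusted p = 0.021), and the acid lipase gene Lipa (1.42, standard error 0.29, adjusted p = 0.027). The cholesterol carrier gene Npc2 and the macrophage marker Cd68 rose by 1.39 and 1.31 on the log2 scale. Of 19 osteoclast genes, 9 rose and none fell (17 adjusted over the list alone). Ctsk, the collagen-degrading protease of osteoclasts, was at 6889.5 ± 27.5 FPKM against 2952 ± 726 in the control group (SD, n = 3). The calcitonin receptor gene Calcr was at 28.9 ± 4.27 against 7.25 ± 1.28 FPKM (log2 fold change 1.86, standard error 0.24, adjusted p = 0.0089). Siglec15 and the proton pump subunit gene Atp6v0d2, both needed for osteoclast fusion, rose by 1.31 and 1.28. Macrophage genes rose alongside, 13 of 20 (17 adjusted over the list alone) with a median log2 fold change of 1.45, against 0.74 for lysosomal and 0.89 for osteoclast genes, and a higher content of macrophages was not separated from a change within cells. The paper names 3 members of the lysosomal and 2 of the osteoclast list from these samples. Among KEGG pathways, higher genes of the β-TCP group held 18 of 117 genes (3.93 by chance, exact test, adjusted p = 1.1e-07, camera adjusted p = 0.716 with an estimated correlation) of the lysosome and 18 of 108 genes (3.63 by chance, exact test, adjusted p = 3.6e-08, camera adjusted p = 0.73 with an estimated correlation) of osteoclast differentiation. Rheumatoid arthritis had 20 of 60 genes (2.02 by chance, exact test, adjusted p = 1.7e-14, camera adjusted p = 0.716 with an estimated correlation), from one-sided Fisher's exact tests over 4907 annotated genes. The adjusted p of limma's camera with an estimated correlation, given beside each term called by this test, passed for none. In the hydrogel group the higher genes held 5 of 70 genes (0.613 by chance, exact test, adjusted p = 5.5e-04, camera adjusted p = 0.774 with an estimated correlation) of hematopoietic cell lineage and 4 of 46 genes (0.403 by chance, exact test, adjusted p = 9.6e-04, camera in the opposite direction adjusted p = 0.766 with an estimated correlation) of malaria. Th1 and Th2 cell differentiation had 3 of 73 genes (0.64 by chance, exact test, adjusted p = 0.028, camera adjusted p = 0.932 with an estimated correlation) there. The PCL group had 8 of 46 genes (1.35 by chance, exact test, adjusted p = 6.9e-05, camera adjusted p = 0.797 with an estimated correlation) of malaria, 8 of 40 genes (1.17 by chance, exact test, adjusted p = 2.7e-05, camera adjusted p = 0.672 with an estimated correlation) of bile secretion and 4 of 31 genes (0.91 by chance, exact test, adjusted p = 0.015, camera adjusted p = 0.681 with an estimated correlation) of mineral absorption. For ECM-receptor interaction the lower genes held 18 of 65 genes (1.17 by chance, exact test, adjusted p = 4.6e-17, camera adjusted p = 0.226 with an estimated correlation) in the hydrogel group and 13 of 65 genes (0.98 by chance, exact test, adjusted p = 2.5e-11, camera adjusted p = 0.672 with an estimated correlation) in the PCL group. The β-TCP group had 8 of 65 genes (0.623 by chance, exact test, adjusted p = 2.2e-07, camera adjusted p = 0.73 with an estimated correlation). Lower genes also held 17 of 54 genes (0.968 by chance, exact test, adjusted p = 4.6e-17, camera adjusted p = 0.226 with an estimated correlation) of protein digestion in the hydrogel group and 8 of 167 genes (1.6 by chance, exact test, adjusted p = 2.1e-04, camera adjusted p = 0.985 with an estimated correlation) of focal adhesion in the β-TCP group. The lysosomal count was 2 without control replicate 2, 0 without β-TCP replicate 2 or 3 and 0 with β-TCP replicates 2 and 3 averaged. The osteoclast count was 1 without control replicate 2 or β-TCP replicate 1, 0 without β-TCP replicate 2 or 3 and 0 with β-TCP replicates 2 and 3 averaged. The macrophage count was 3 without control replicate 2, 1 without β-TCP replicate 2 or 3 and 1 with β-TCP replicates 2 and 3 averaged. The medians moved less than these counts. Without β-TCP replicate 2 or 3 they were 0.73 and 0.70 for lysosomal, 0.92 and 0.90 for osteoclast and 1.31 and 1.33 for macrophage genes. Without control replicate 2 they were 0.69, 0.87 and 1.48 in that order.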

Then, the DEGs which contained at least in two groups, which indicated a common characteristic of scaffolds, were analyzed by GO enrichment. 

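Genes lower than in the control group in at least 2 of the hydrogel, PCL and β-TCP groups were enriched for cartilage. They held 12 of 55 genes (0.665 by chance, exact test, adjusted p = 7.8e-12) of cartilage development and 6 of 36 genes (0.435 by chance, exact test, adjusted p = 1.2e-05) of chondrocyte differentiation. Of the extracellular space they held 50 of 706 genes (8.54 by chance, exact test, adjusted p = 6.2e-25), from one-sided Fisher's exact tests. Camera was not run on these sets of genes, and the exact test takes genes as independent. The comparisons share the control libraries, and the overlap that unchanged groups would give was not simulated for genes of at least 2 groups. The mean log2(FPKM + 1) of the cartilage list was 5.39, 5.35 and 7.36 in control replicates 1 to 3. The term tissue development held 0 of 9 genes (0.109 by chance, exact test, adjusted p = 1). Among genes higher in at least 2 groups, 101 with an annotation, none of the immune terms tested passed. Neutrophil migration held 1 of 7 genes (0.0598 by chance, exact test, adjusted p = 0.13) and cell chemotaxis 1 of 47 genes (0.401 by chance, exact test, adjusted p = 0.6). Defense response held 0 of 31 genes (0.265 by chance, exact test, adjusted p = 1) and regulation of cytokine production 0 of 21 genes (0.179 by chance, exact test, adjusted p = 1). The interleukin-6 pathway held 0 of 10 genes (0.0854 by chance, exact test, adjusted p = 1). S100a9, a calcium-binding alarmin of neutrophils, was at 909.8 ± 776 FPKM in the control group (SD, n = 3), 1567 ± 509 in the hydrogel group, 2176 ± 1084 in the PCL group and 524 ± 106 in the β-TCP group. Over 17 neutrophil genes the median log2 fold change was 1.89, 0.74 and -0.12 in the hydrogel, PCL and β-TCP groups. None of the 17 neutrophil genes passed limma's test over all genes or limma-voom in the hydrogel group, the PCL group or the β-TCP group. For neutrophil genes the counts at an unadjusted p under 0.05 were 4 higher in the hydrogel group, 1 higher in the PCL group and none in the β-TCP group, and adjusted over the list alone none. The hydrogel median was 3.09 without control replicate 2 and 0.45 without control replicate 3. The PCL median was 1.67 without control replicate 2 and -0.53 without control replicate 3, and the β-TCP median 0.07 without control replicate 1, 0.46 without control replicate 2, -1.48 without control replicate 3, -0.23 without β-TCP replicate 1, -0.26 without β-TCP replicate 2 and -0.02 without β-TCP replicate 3. Without control replicate 3, 6 neutrophil genes were lower in the β-TCP group at an adjusted p under 0.05.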

The up enrichment GO terms were the regulation of cytokine, defense response, IL6 pathway, neutrophil migration, and cell chemotaxis, and the down enrichment GO terms were tissue development, cartilage development, extracellular space, and chondrocyte differentiation (Figure 7G,H).

**Figure 6:**
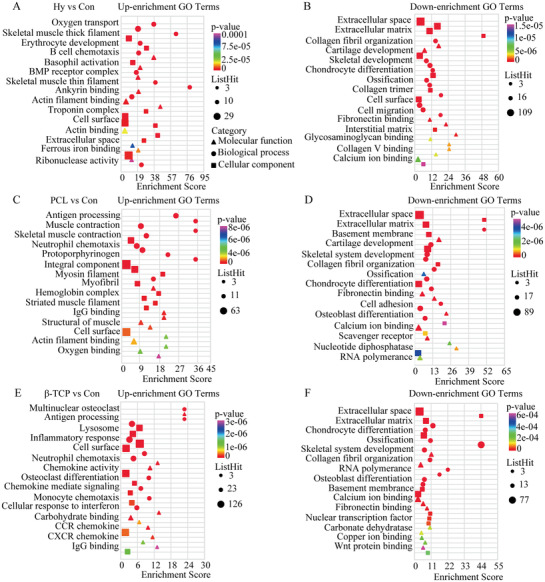
GO enrichment analysis of DEGs in scaffold group compared with control group. A) The top 15 up enrichment GO terms in hydrogel group. B) The top 15 down enrichment GO terms in hydrogel group. C) The top 15 up enrichment GO terms in PCL group. D) The top 15 down enrichment GO terms in PCL group. E) The top 15 up enrichment GO terms in *β*‐TCP group. F) The top 15 down enrichment GO terms in *β*‐TCP group.

**Figure 7:**
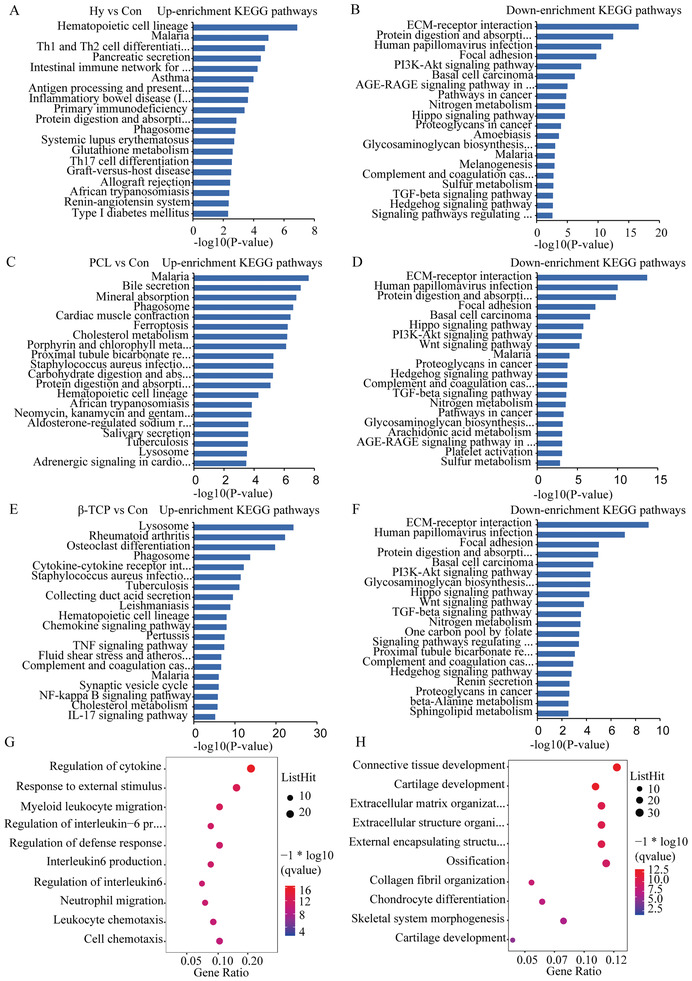
KEGG enrichment analysis of DEGs scaffold group compared with control group. A) The top 15 up enrichment KEGG pathways in hydrogel group. B) The top 15 down enrichment KEGG pathways in hydrogel group. C) The top 15 up enrichment KEGG pathways in PCL group. D) The top 15 down enrichment KEGG pathways in PCL group. E) The top 15 up enrichment KEGG pathways in *β*‐TCP group. F) The top 15 down enrichment KEGG pathways in *β*‐TCP group. G) The top 10 up enrichment GO terms in least two groups of hydrogel, PCL, and *β*‐TCP group compared with control group. H) The top 10 down enrichment GO terms in least two groups of hydrogel, PCL, and *β*‐TCP group compared with control group.

The above GO and KEGG results matched with the histomorphology results. 

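Cartilage genes had lower levels in the 3 scaffold groups than in the control group. The median log2 fold change over 22 genes was -3.11 in the hydrogel, -3.12 in the PCL and -3.27 in the β-TCP group. Of them 10 fell and none rose in the β-TCP group at an adjusted p under 0.05 from limma (20 adjusted over the list alone). Comp, a cartilage oligomeric matrix protein, fell from 392 ± 428 to 23.1 ± 29.4 FPKM (SD, n = 3), and the link protein gene Hapln1 changed by -3.90 (standard error 0.95, adjusted p = 0.045). None of the 22 cartilage genes passed limma's test over all genes or limma-voom in the hydrogel group or the PCL group. At an unadjusted p under 0.05 the count of cartilage genes was 19 lower in the hydrogel group and 20 lower in the PCL group, and the same when adjusted over the list alone. The paper names 7 members of this list from these samples. Of 8 genes of hypertrophic chondrocytes, Col10a1 and Ihh fell in the β-TCP group (4 adjusted over the list alone) and Ihh in the PCL group (5 adjusted over the list alone). Mmp13, the collagenase of hypertrophic cartilage, had log2 fold changes of -0.52, -0.12 and 0.47 in the hydrogel, PCL and β-TCP groups, none of which passed. None of the 8 hypertrophic genes passed limma's test over all genes or limma-voom in the hydrogel group. At an unadjusted p under 0.05 the count of hypertrophic genes was 7 lower, and the same when adjusted over the list alone. Of 20 genes of TGFβ and BMP signaling, the receptor genes Tgfbr1 and Tgfbr2 rose in the β-TCP group (log2 fold changes 1.37 and 0.88). Id1, a target of BMP signaling, fell (-0.91, standard error 0.21, adjusted p = 0.038), and 2 higher and 2 lower passed when adjusted over the list alone. The list's medians were -0.41, -0.36 and -0.12 in the hydrogel, PCL and β-TCP groups. None of the 20 TGFβ and BMP genes passed limma's test over all genes or limma-voom in the hydrogel group or the PCL group. For TGFβ and BMP genes the counts at an unadjusted p under 0.05 were 10 lower in the hydrogel group and 1 higher and 5 lower in the PCL group, and adjusted over the list alone 3 lower in the hydrogel group and 1 lower in the PCL group. Of 24 Wnt and Hippo genes, the receptor gene Fzd9 (-1.63) and the Wnt inhibitor gene Notum (-0.91) fell in the β-TCP group (2 lower adjusted over the list alone). The medians were -0.62, -0.50 and -0.10. None of the 24 Wnt and Hippo genes passed limma's test over all genes or limma-voom in the hydrogel group or the PCL group. For Wnt and Hippo genes the counts at an unadjusted p under 0.05 were 11 lower in the hydrogel group and 9 lower in the PCL group, and adjusted over the list alone 8 lower in the hydrogel group and 5 lower in the PCL group. Of 9 hedgehog genes, Ihh fell in the PCL and the β-TCP group (4 and 2 adjusted over the list alone). None of the 9 hedgehog genes passed limma's test over all genes or limma-voom in the hydrogel group. The count of hedgehog genes at an unadjusted p under 0.05 was 5 lower, and adjusted over the list alone 3 lower. The β-TCP count of cartilage genes was 3 without control replicate 2, 0 without β-TCP replicate 2 or 3 and 0 with β-TCP replicates 2 and 3 averaged. Without control replicate 3, 1 cartilage gene and 1 Wnt and Hippo gene passed in the PCL group, both lower. Of the hedgehog genes, 2 were lower in the PCL group without control replicate 1 or 3, and 3 in the β-TCP group without control replicate 1. None was lower in either group without control replicate 2. The hypertrophic count of the PCL group was 2 without control replicate 1. In the β-TCP group 4 TGFβ and BMP genes were higher and 2 lower without control replicate 3. The β-TCP median of the Wnt and Hippo list was -0.16 without control replicate 1, -0.29 without control replicate 2, 0.10 without control replicate 3 and -0.05 without β-TCP replicate 1, and that of the TGFβ and BMP list -0.22 without control replicate 2 and 0.02 without control replicate 3. The PCL median of the TGFβ and BMP list was -0.17 without control replicate 3 and -0.23 without PCL replicate 3, and the hydrogel median of the Wnt and Hippo list -0.39 without control replicate 3. The β-TCP calls of the signaling genes ended without β-TCP replicate 2 or 3 or with β-TCP replicates 2 and 3 averaged (all), without β-TCP replicate 1 (Tgfbr2, Id1 and Fzd9), without control replicate 2 (Tgfbr2 and Fzd9), without control replicate 1 (Id1) and by limma-voom (Fzd9). Tgfbr1 ranged from 1.31 to 1.48 on the log2 scale, Tgfbr2 from 0.82 to 0.95, Id1 from -1.11 to -0.67, Fzd9 from -1.92 to -1.06 and Notum from -1.06 to -0.73 with 1 library left out. Those of Comp and Hapln1 ended without control replicate 1, 2 or 3 or β-TCP replicate 2 or 3, with β-TCP replicates 2 and 3 averaged or by limma-voom (both). Comp ranged from -5.22 to -3.33 on the log2 scale and Hapln1 from -4.80 to -3.02 with 1 library left out.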

In the control group, soft callus started to form at 2 weeks, as a result, the cartilage development, collagen formation, and chondrocyte differentiation related functions were up‐enrichment (Hippo, Wnt, TGF*β*, and Hedgehog signaling pathways). However, the entochondrostosis process has been started and hard callus formed in hydrogel, PCL, and *β*‐TCP scaffold groups, so the oxygen transport, erythrocyte, cell surface, cell chemokine, absorption, and metabolism related GO terms and KEGG pathways were up‐enriched (Figures 6 and 7). 

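Hemoglobin and other erythroid genes were higher in median in the hydrogel and PCL groups than in the control group, but none passed after adjustment. Single libraries overlapped: the erythroid mean of log2(FPKM + 1) was 7.17 in control replicate 2, 6.64 in hydrogel replicate 2 and 6.96 in PCL replicate 1. Hbb, a β-globin chain, was at 8445 ± 7399.6 FPKM in the control group (SD, n = 3), 21410.3 ± 8327 in the hydrogel group, 22615 ± 12038 in the PCL group and 5736 ± 3002 in the β-TCP group. The median log2 fold change over 26 erythroid genes was 1.96 in the hydrogel, 2.32 in the PCL and 0.14 in the β-TCP group. None of the 26 erythroid genes passed limma's test over all genes or limma-voom in the hydrogel group, the PCL group or the β-TCP group. For erythroid genes the counts at an unadjusted p under 0.05 were 3 higher in the hydrogel group, 18 higher in the PCL group and none in the β-TCP group, and adjusted over the list alone none. Globin genes are close copies, so reads of Hbb and Hbb-b1 may be shared. Of 23 genes of chemokines, the proteins that attract leukocytes, 7 rose in the β-TCP group and none fell at an adjusted p under 0.05 from limma (11 adjusted over the list alone), and the paper names 4 of the list from these samples. The monocyte attractants Ccl2 and Ccl7 were at 52.2 ± 20.4 and 12.5 ± 5.36 FPKM against 10.7 ± 2.1 and 2.22 ± 0.517 in the control group. Their log2 fold changes were 2.12 (standard error 0.36, adjusted p = 0.016) and 1.99 (standard error 0.44, adjusted p = 0.035), and Ccl12 and Cxcl16 rose by 2.45 and 1.80. The median of the list was 0.19 in the hydrogel and 0.35 in the PCL group. None of the 23 chemokine genes passed limma's test over all genes or limma-voom in the hydrogel group or the PCL group. For chemokine genes the counts at an unadjusted p under 0.05 were 2 higher and 1 lower in the hydrogel group and 2 higher and 1 lower in the PCL group, and adjusted over the list alone none. Without control replicate 3 the erythroid medians were 0.52, 0.89 and -1.35, and the chemokine medians -0.11 and -0.13 in the hydrogel and PCL groups. The erythroid median of the β-TCP group was -0.02 after quantile normalization and 0.60 without control replicate 1, 1.01 without control replicate 2, -1.35 without control replicate 3, -0.32 without β-TCP replicate 1, 0.33 without β-TCP replicate 2 and 0.33 without β-TCP replicate 3. The chemokine median of the hydrogel group was 0.69 without control replicate 1, 0.36 without control replicate 2, -0.11 without control replicate 3, 0.00 without hydrogel replicate 2 and 0.43 without hydrogel replicate 3, and that of the PCL group was 0.56 without control replicate 1, -0.13 without control replicate 3 and 0.19 without PCL replicate 1. The chemokine count of the β-TCP group was 2 without control replicate 2, 0 without β-TCP replicate 2 or 3 and 0 with β-TCP replicates 2 and 3 averaged. The paper relates the enriched terms to the stage of healing seen in its histomorphology. It gives the start of soft callus in the control group at 2 weeks as the reason for the cartilage terms there, and the start of endochondral ossification with hard callus in the 3 scaffold groups as the reason for terms such as oxygen transport.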

In summary, the main function of hydrogel, PCL, and *β*‐TCP scaffolds to promote bone healing were embodied in the nervous system, immune system, development and regeneration, metabolism, and signal transduction (**Figure** **8**A). 

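Few genes of Schwann cells and nerve, osteoblasts and endothelium passed limma's test over all genes against the control group, while in the PCL group 13 of 22 endothelial genes were lower when adjusted over that list alone. S100b, a calcium-binding protein of Schwann cells that chondrocytes also make, fell in the β-TCP group from 64.1 ± 67.3 to 6.51 ± 3.26 FPKM (SD, n = 3). Its log2 fold change was -2.69 (standard error 0.63, adjusted p = 0.041) from limma. It was the one gene of 9 nerve genes to pass there (1 lower adjusted over the list alone), and the nerve medians were -0.37, -0.24 and 0.22 in the hydrogel, PCL and β-TCP groups. None of the 9 nerve genes passed limma's test over all genes or limma-voom in the hydrogel group or the PCL group. For nerve genes the counts at an unadjusted p under 0.05 were 2 lower in the hydrogel group and 1 higher and 1 lower in the PCL group, and adjusted over the list alone 2 lower in the hydrogel group and none in the PCL group. Of 22 endothelial genes, Esm1, a secreted proteoglycan of endothelial tip cells, fell in the β-TCP group (log2 fold change -1.55, standard error 0.33, adjusted p = 0.029). The transcription factor gene Erg fell as well (-0.68, standard error 0.17, adjusted p = 0.0497), and 2 lower passed when adjusted over the list alone. Eng, a co-receptor of TGFβ on endothelium, had log2 fold changes of -0.55, -0.49 and 0.13. The endothelial medians were -0.39, -0.60 and -0.07. None of the 22 endothelial genes passed limma's test over all genes or limma-voom in the hydrogel group or the PCL group. For endothelial genes the counts at an unadjusted p under 0.05 were 7 lower in the hydrogel group and 15 lower in the PCL group, and adjusted over the list alone none in the hydrogel group and 13 lower in the PCL group. Col1a1, the main collagen of bone, was at 10092 ± 2013 FPKM in the control group, 6994 ± 2921 in the hydrogel group, 6938 ± 1358 in the PCL group and 8092 ± 386 in the β-TCP group. The medians over 19 osteoblast genes were -0.60, -0.52 and -0.36 in the 3 groups. None of the 19 osteoblast genes passed limma's test over all genes or limma-voom in the hydrogel group, the PCL group or the β-TCP group. For osteoblast genes the counts at an unadjusted p under 0.05 were 6 lower in the hydrogel group, 7 lower in the PCL group and 3 lower in the β-TCP group, and adjusted over the list alone none in the hydrogel group, 1 lower in the PCL group and none in the β-TCP group. The osteoblast median of the hydrogel group was -0.20 without hydrogel replicate 3, that of the PCL group -0.33 without PCL replicate 3 and that of the β-TCP group -0.18 without control replicate 3. The endothelial median of the hydrogel group was -0.21 without control replicate 3. The nerve median was -0.56 without control replicate 2, -0.09 without control replicate 3 and -0.11 without hydrogel replicate 3 in the hydrogel group and -0.43 without control replicate 2 and -0.13 without PCL replicate 3 in the PCL group. The endothelial median of the β-TCP group was -0.25 without control replicate 2 and 0.10 without control replicate 3, and the nerve median -0.02 without control replicate 2, 0.10 without control replicate 3, 0.08 without β-TCP replicate 2 and 0.11 without β-TCP replicate 3. These calls ended without control replicate 2 or β-TCP replicate 2 or 3 or with β-TCP replicates 2 and 3 averaged (all), by limma-voom (S100b and Erg), without control replicate 1 (Esm1 and Erg) and without control replicate 3 or β-TCP replicate 1 (Erg). S100b ranged from -3.20 to -1.88 on the log2 scale, Esm1 from -1.86 to -1.38 and Erg from -0.76 to -0.52 with 1 library left out.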

The *β*‐TCP scaffold group contained more DEGs and more obvious change in the function terms.

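The number of genes that passed limma's test at an adjusted p under 0.05 was 604 in the β-TCP group (533 higher and 71 lower than in the control group). It was 35 in the PCL group (31 and 4) and 1 in the hydrogel group. The β-TCP genes included Rgs1, a regulator of G protein signaling in leukocytes, at 50 ± 16.1 FPKM against 4.77 ± 0.196 in the control group (SD, n = 3). The chemokine gene Ccl9 rose by a log2 fold change of 2.61 (standard error 0.50, adjusted p = 0.021). Anxa8, a phospholipid-binding annexin, and Cd24, a surface protein of immature blood and epithelial cells, fell (-3.34 and -2.86). At the threshold of the paper's methods the PCL and β-TCP groups were close in number, at 460 and 444 genes, and the hydrogel group had 289. By limma-voom on the recovered fragments, an alternative chosen after the values were seen, 480, 9 and 1 genes passed at an adjusted p under 0.05 in the β-TCP, PCL and hydrogel groups. The libraries of the 2 groups did not overlap for 22.9% of the genes in the β-TCP, 18.2% in the PCL and 15.1% in the hydrogel comparison. Chance gives 10% for 3 independent libraries in each group. It gives more if β-TCP replicates 2 and 3 count as 1 sample, so the 22.9% cannot be judged against the 10%. With β-TCP replicates 2 and 3 averaged as 1 library, 11 genes passed in the β-TCP group, and the β-TCP count was 131 without control replicate 2, 1350 without control replicate 3 and 11 without β-TCP replicate 2 or 3. The PCL count was 69 without control replicate 3, 9 without PCL replicate 1, 2 without PCL replicate 2 and 17 without PCL replicate 3, and the hydrogel count 6 without control replicate 1, 2 without control replicate 3 and 0 without hydrogel replicate 1, 2 or 3. The calls of Ccl9, Anxa8 and Cd24 ended without control replicate 2 or β-TCP replicate 2 or 3 or with β-TCP replicates 2 and 3 averaged (all 3), by limma-voom (Anxa8) and without control replicate 1 (Cd24). Ccl9 ranged from 2.41 to 2.93 on the log2 scale, Anxa8 from -3.98 to -2.41 and Cd24 from -3.61 to -2.49 with 1 library left out. For Rgs1 the range was 2.93 to 3.39.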

**Figure 8:**
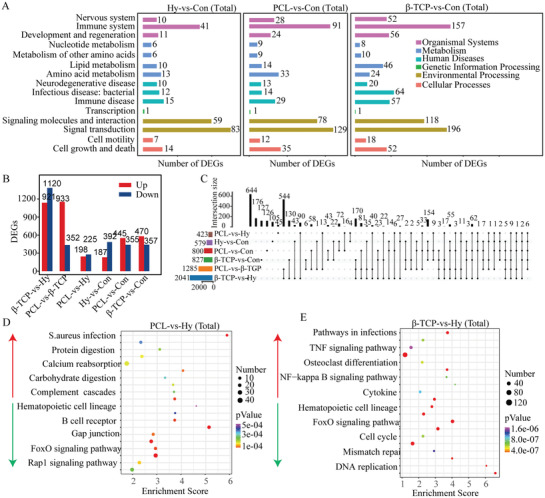
Function analysis of DEGs in hydrogel, PCL, and *β*‐TCP scaffold groups. A) Comparing to control group, the distribution of DEGs in hydrogel, PCL, and *β*‐TCP scaffold groups. B) DEGs in hydrogel, PCL, or *β*‐TCP group compared with other groups. C) The DEGs shared by different groups. D) KEGG analysis of DEGs in PCL groups compared with hydrogel group (up‐enrichment and down‐enrichment). E) KEGG analysis of DEGs in *β*‐TCP groups compared with hydrogel group.

Further, the DEGs among three scaffolds groups were also analyzed besides comparing to the control group, respectively. The results shown that there were specific DEGs in hydrogel, PCL, or *β*‐TCP scaffolds comparing to other two groups (Figure 8B), and a part of DEGs were shared by two or all three scaffold groups (Figure 8C). 

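Cela1, an elastase, was higher in the PCL group than in the hydrogel group, at 10.5 ± 1.85 against 1.53 ± 0.388 FPKM (SD, n = 3, log2 fold change 2.18, standard error 0.17, adjusted p = 0.0014 from limma). Serping1, the inhibitor of complement component C1, rose by 1.76 (standard error 0.26, adjusted p = 0.042). S100a5, a calcium-binding protein, was at 4.89 ± 0.297 FPKM in the β-TCP group against 0.327 ± 0.307 in the hydrogel and 0.345 ± 0.288 in the PCL group. Its log2 fold changes were 2.17 (standard error 0.19, adjusted p = 0.0019) against hydrogel and -2.15 (standard error 0.19, adjusted p = 0.0028) for PCL against β-TCP. Plau, the urokinase plasminogen activator, rose in the β-TCP against the hydrogel group by 2.43 (standard error 0.28, adjusted p = 0.0068). Cd79al changed by -1.70 (standard error 0.27, adjusted p = 0.012), to 0.201 ± 0.198 from 2.93 ± 0.872 FPKM. Rnd1, a small GTPase, was lower in the PCL than in the β-TCP group (-1.78, standard error 0.19, adjusted p = 0.0075). At an adjusted p under 0.05 from limma, 13 genes were higher and none lower in the PCL than in the hydrogel group. At an unadjusted p under 0.05 there were 1040 genes, and by limma-voom 1 passed. In the β-TCP against the hydrogel group 653 were higher and 122 lower, and in the PCL against the β-TCP group 11 and 72. At the threshold of the paper's methods the counts were 69 and 28, 425 and 634, and 422 and 144. The split of β-TCP against hydrogel was 982 higher and 405 lower after scaling by the median of ratios and 988 and 550 after quantile normalization. That of PCL against hydrogel at the paper's threshold was 82 and 16 after the former. With β-TCP replicates 2 and 3 averaged, 16 and 2 genes passed in β-TCP against hydrogel and PCL against β-TCP. The count of PCL against hydrogel was 4 without hydrogel replicate 1 or PCL replicate 1, 20 without hydrogel replicate 2, 1 without hydrogel replicate 3 and 2 without PCL replicate 2. That of β-TCP against hydrogel was 228 without hydrogel replicate 1, 114 without hydrogel replicate 3, 7 without β-TCP replicate 2 and 15 without β-TCP replicate 3, and that of PCL against β-TCP 17 without PCL replicate 1, 11 without PCL replicate 2, 7 without PCL replicate 3, 47 without β-TCP replicate 1, 6 without β-TCP replicate 2 and 2 without β-TCP replicate 3. The call of Serping1 ended without hydrogel replicate 1 or 3 or PCL replicate 1, 2 or 3 or by limma-voom. Serping1 ranged from 1.5 to 1.91 on the log2 scale with 1 library left out. Those of Plau and Cd79al ended without β-TCP replicate 2 (both) and without hydrogel replicate 3 or β-TCP replicate 3 or with β-TCP replicates 2 and 3 averaged (Cd79al). Plau ranged from 2.09 to 2.71 on the log2 scale and Cd79al from -1.83 to -1.53 with 1 library left out. That of Rnd1 ended without β-TCP replicate 3 or with β-TCP replicates 2 and 3 averaged. Rnd1 ranged from -1.96 to -1.66 on the log2 scale with 1 library left out.

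**Figure D1:**
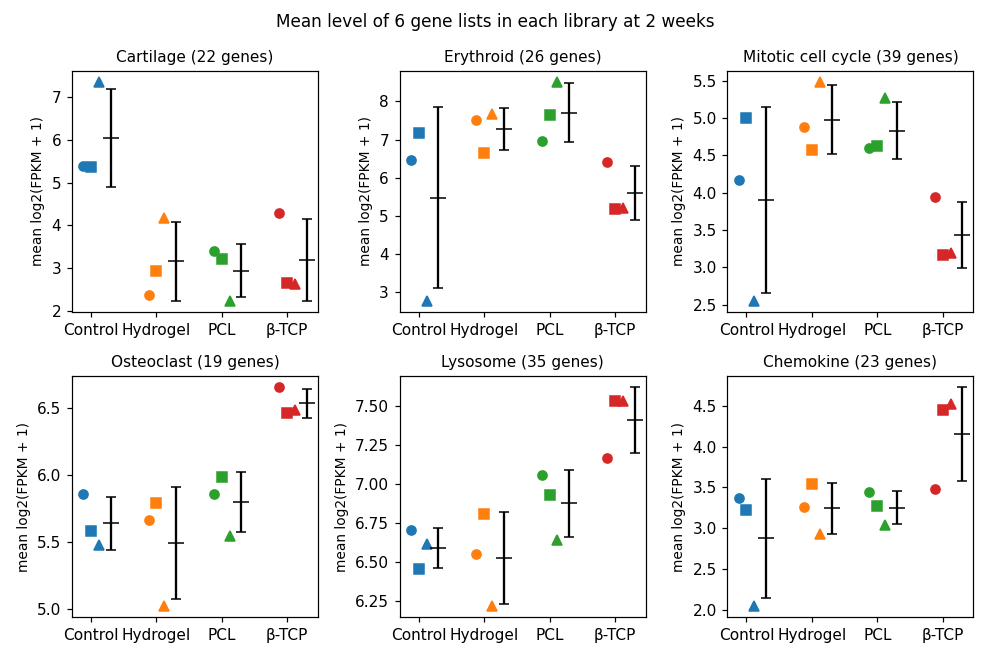
Mean log2(FPKM + 1) of the genes of 6 lists in each of the 12 libraries, with the group on the horizontal axis and the mean level of the list on the vertical axis. Circles, squares and triangles are replicates 1, 2 and 3, and bars are the group mean and standard deviation (n = 3). Control replicate 3 has the highest cartilage level (7.36) and the lowest erythroid level (2.76).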

To well know the difference of the regulation response induced by hydrogel, PCL, or *β*‐TCP scaffold, GO enrichment analysis was applied. The results show that PCL and *β*‐TCP promoted calcium reabsorption and an osteoclast differentiation function to accelerate bone regeneration, but the more obvious activation of immune related pathways were also induced compared with hydrogel. 

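Osteoclast genes were higher in the β-TCP group than in the hydrogel group. Of 19, 16 rose and none fell at an adjusted p under 0.05 from limma (17 adjusted over the list alone), with a median log2 fold change of 1.15. Ctsk was at 2671 ± 1040.2 FPKM in the hydrogel group (SD, n = 3), and rose by 1.45 (standard error 0.29, adjusted p = 0.021) on the log2 scale. Siglec15 rose by 1.66 (standard error 0.32, adjusted p = 0.02) and Calcr by 1.60 (standard error 0.24, adjusted p = 0.01). The median of these genes in PCL against hydrogel was 0.26, and 0.48 without hydrogel replicate 2 and 0.06 without hydrogel replicate 3. None of the 19 osteoclast genes passed limma's test over all genes or limma-voom in PCL against hydrogel. The count of osteoclast genes at an unadjusted p under 0.05 was 2 higher, and adjusted over the list alone none. Between PCL and β-TCP, Calcr and Src, a kinase required for bone resorption, were lower in the PCL group (-1.32, standard error 0.24, adjusted p = 0.0476 and -1.09, standard error 0.18, adjusted p = 0.036), and adjusted over the list alone 1 higher and 16 lower passed. The KEGG term for osteoclast differentiation held 20 of 108 genes (4.78 by chance, exact test, adjusted p = 6.4e-08, camera adjusted p = 0.581 with an estimated correlation) higher in the β-TCP than in the hydrogel group and 1 of 108 genes (0.682 by chance, exact test, adjusted p = 1) higher in the PCL group. For calcium reabsorption these were 1 of 36 genes (1.59 by chance, exact test, adjusted p = 0.8) and 2 of 36 genes (0.227 by chance, exact test, adjusted p = 0.13). Of 23 genes of mineral and calcium transport, the calcium pump gene Atp2b1 rose in the β-TCP against the hydrogel group (0.51, standard error 0.10, adjusted p = 0.018). The iron exporter gene Slc40a1 fell (-0.69, standard error 0.15, adjusted p = 0.029), and 5 higher and 2 lower passed when adjusted over the list alone. Fth1, the ferritin heavy chain, was at 2589 ± 180.4 FPKM in the PCL and 1677 ± 79.8 in the hydrogel group. None of the 23 mineral and calcium genes passed limma's test over all genes or limma-voom in PCL against hydrogel. The count of mineral and calcium genes at an unadjusted p under 0.05 was 6 higher, and adjusted over the list alone 3 higher. Lysosomal genes rose as well: 21 of 35 were higher in the β-TCP than in the hydrogel group (32 adjusted over the list alone), among them the acid hydrolase genes Gla (1.43, standard error 0.21, adjusted p = 0.0092) and Ctsd (1.38, standard error 0.24, adjusted p = 0.014). Of 20 macrophage genes 7 rose there (15 higher and 1 lower adjusted over the list alone), with a median of 0.88 against 0.87 for lysosomal genes. The osteoclast count of β-TCP against hydrogel was 7 without hydrogel replicate 1, 5 without hydrogel replicate 3, 10 without β-TCP replicate 1, 0 without β-TCP replicate 2 or 3 and 0 with β-TCP replicates 2 and 3 averaged. The lysosomal count was 9 without hydrogel replicate 1, 4 without hydrogel replicate 3, 0 without β-TCP replicate 2 or 3 and 0 with β-TCP replicates 2 and 3 averaged, and the macrophage count 1 without hydrogel replicate 1 or 3 or β-TCP replicate 3, 11 without hydrogel replicate 2, 12 without β-TCP replicate 1, 0 without β-TCP replicate 2 and 1 with β-TCP replicates 2 and 3 averaged. The calls of Atp2b1 and Slc40a1 ended without hydrogel replicate 1 or 3 or β-TCP replicate 2 or 3 or with β-TCP replicates 2 and 3 averaged (both). Atp2b1 ranged from 0.47 to 0.56 on the log2 scale and Slc40a1 from -0.84 to -0.58 with 1 library left out. Those of Calcr and Src between PCL and β-TCP ended without PCL replicate 1, 2 or 3 or β-TCP replicate 1, 2 or 3 or with β-TCP replicates 2 and 3 averaged (both) and by limma-voom (Calcr). Calcr ranged from -1.53 to -1.18 on the log2 scale and Src from -1.18 to -0.97 with 1 library left out.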

The main function of hydrogel was the regulation of cellular processes like cell differentiation (hematopoietic cell lineage) and cell‐cycle control (FoxO signaling pathway, cell cycle, and DNA replication) (Figure 8D,E). In addition, the *β*‐TCP scaffold group appeared with less cell cycle and a mineral absorption related pathway enrichment and more innate immune related pathways enrichment (Figure S8, Supporting Information). On the other hand, although the symbiosis niche comprised of scaffolds, homing cells, and regenerated tissues promote the bone healing processes, it was non‐ignorable that the inflammation response signal pathways were up‐enriched in all scaffold groups (Figure 7G), but the response degree was lowest in the hydrogel group and highest in *β*‐TCP scaffold group (Figure 8D,E and Figure S8, Supporting Information).

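Genes of cell division had higher levels in the hydrogel than in the β-TCP group. Over 39 genes of the mitotic cell cycle the median log2 fold change of β-TCP against hydrogel was -1.55, and over 36 genes of DNA replication -1.31. Ccne2, the cyclin E2 of the G1/S transition, was at 5.62 ± 2.05 against 21.2 ± 7.26 FPKM (SD, n = 3, log2 fold change -1.74, standard error 0.40, adjusted p = 0.034 from limma). Cdca5, a cohesin regulator (-1.66, standard error 0.41, adjusted p = 0.044), and the phosphatase gene Cdc25c (-0.93, standard error 0.22, adjusted p = 0.039) fell as well. These were 3 of the mitotic list over all genes, and 39 passed when adjusted over the list alone. Of the DNA replication genes 2 fell, Rpa2 and Rpa3, subunits of the protein that binds single-stranded DNA (-1.17, standard error 0.30, adjusted p = 0.0458 and -1.10, standard error 0.27, adjusted p = 0.042), and 34 passed when adjusted over the list alone. For PCL against hydrogel the medians were -0.17 and -0.09, the latter 0.02 after scaling by the median of ratios. The first was -0.37 without hydrogel replicate 2, 0.08 without hydrogel replicate 3, -0.05 without PCL replicate 1, -0.06 without PCL replicate 2 and -0.36 without PCL replicate 3, and the second -0.25 without hydrogel replicate 2, 0.10 without hydrogel replicate 3, 0.00 without PCL replicate 1, 0.00 without PCL replicate 2 and -0.29 without PCL replicate 3. None of the 39 mitotic genes passed limma's test over all genes or limma-voom in PCL against hydrogel. At an unadjusted p under 0.05 the count of mitotic genes was none, and the same when adjusted over the list alone. None of the 36 DNA replication genes passed limma's test over all genes or limma-voom in PCL against hydrogel. At an unadjusted p under 0.05 the count of DNA replication genes was none, and the same when adjusted over the list alone. Of 27 FoxO signaling genes, Sod2, the mitochondrial superoxide dismutase, rose in the β-TCP against the hydrogel group (1.42, standard error 0.31, adjusted p = 0.03), and the ubiquitin ligase gene Fbxo32 rose (0.95, standard error 0.17, adjusted p = 0.015). Klf2, a transcription factor, fell (-1.18, standard error 0.19, adjusted p = 0.012), with 6 higher and 9 lower adjusted over the list alone. None of the 27 FoxO genes passed limma's test over all genes or limma-voom in PCL against hydrogel. The count of FoxO genes at an unadjusted p under 0.05 was 1 higher and 3 lower, and adjusted over the list alone none. Among genes lower in the β-TCP than in the hydrogel group at the paper's threshold were 39 of 119 genes (6.09 by chance, exact test, adjusted p = 1.6e-21, camera adjusted p = 0.581 with an estimated correlation) of the KEGG cell cycle and 21 of 34 genes (1.74 by chance, exact test, adjusted p = 5.2e-19, camera adjusted p = 0.581 with an estimated correlation) of DNA replication. Hematopoietic cell lineage had 10 of 70 genes (3.58 by chance, exact test, adjusted p = 0.004, camera in the opposite direction adjusted p = 0.892 with an estimated correlation) and FoxO signaling 12 of 111 genes (5.68 by chance, exact test, adjusted p = 0.013, camera adjusted p = 0.992 with an estimated correlation). None of the 4 passed limma's camera with an estimated correlation, whose adjusted p is given beside each. Among genes lower in the PCL than in the hydrogel group these 4 terms held 0, 0, 1 and 0 genes, and none passed. Erythroid genes had a median over 26 genes of -1.88 in the β-TCP against the hydrogel group. Of the lists of other blood cells, 4 had medians below 0 there, also after median-of-ratios scaling and quantile normalization: -2.56 for B cells (20 of 20 genes below 0), -1.85 for neutrophils (17 of 17), -1.48 for megakaryocytes (8 of 9) and -1.35 for eosinophils and mast cells (14 of 15). Among them the platelet chemokine genes Pf4 and Ppbp had log2 fold changes of 0.55 and -3.20, and the mast cell protease genes Cpa3 and Cma1 -1.26 and -1.64, and none of the 4 passed limma over all genes. T cell genes went both ways, with a median of 0.03 and 7 of 13 genes above 0. Macrophage genes had a median of 0.88. The count of mitotic genes was 0 without hydrogel replicate 1 or 3 or β-TCP replicate 2 or 3, 1 without hydrogel replicate 2 and 0 with β-TCP replicates 2 and 3 averaged. That of DNA replication genes was 0 without hydrogel replicate 1 or 3 or β-TCP replicate 1, 2 or 3, 1 without hydrogel replicate 2 and 0 with β-TCP replicates 2 and 3 averaged. The calls of the FoxO genes ended without β-TCP replicate 2 or 3 or with β-TCP replicates 2 and 3 averaged (all), without hydrogel replicate 3 (Sod2 and Fbxo32) and without hydrogel replicate 1 (Sod2). Sod2 ranged from 1.19 to 1.88 on the log2 scale, Fbxo32 from 0.85 to 1.05 and Klf2 from -1.34 to -0.96 with 1 library left out.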

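Some innate immune genes were higher in the β-TCP than in the PCL group. Of 20 macrophage genes, 3 were lower in the PCL group at an adjusted p under 0.05 from limma (8 adjusted over the list alone). Vsig4, a complement receptor of macrophages, was at 0.906 ± 0.305 against 6.9 ± 3.29 FPKM (SD, n = 3, log2 fold change -1.96, standard error 0.31, adjusted p = 0.035). C1qb and C1qc, chains of complement C1q, had -1.04 (standard error 0.18, adjusted p = 0.039) and -0.96 (standard error 0.16, adjusted p = 0.039). Of 23 chemokine genes, 3 were lower in the PCL group (9 adjusted over the list alone). These were the neutrophil attractant Cxcl1 (-2.42, standard error 0.40, adjusted p = 0.036), Ccl12 (-2.03) and Ccl20 (-1.42). Cell cycle genes had positive medians without passing, 1.42 for mitotic and 1.11 for DNA replication genes. Top2a, the topoisomerase of dividing cells, was at 87.1 ± 19 against 32.5 ± 15.1 FPKM. None of the 39 mitotic genes passed limma's test over all genes or limma-voom in PCL against β-TCP. The count of mitotic genes at an unadjusted p under 0.05 was 34 higher, and adjusted over the list alone none. None of the 36 DNA replication genes passed limma's test over all genes or limma-voom in PCL against β-TCP. The count of DNA replication genes at an unadjusted p under 0.05 was 33 higher, and adjusted over the list alone 32 higher. The median of mineral and calcium transport genes was -0.06, and it was -0.12 without PCL replicate 1, 0.07 without PCL replicate 3, -0.03 without β-TCP replicate 1, 0.02 without β-TCP replicate 2 and 0.02 without β-TCP replicate 3. Fth1 had a log2 fold change of -0.15. None of the 23 mineral and calcium genes passed limma's test over all genes or limma-voom in PCL against β-TCP. The count of mineral and calcium genes at an unadjusted p under 0.05 was 5 higher and 2 lower, and adjusted over the list alone 2 higher and 1 lower. The counts of macrophage and chemokine genes were 0 without PCL replicate 1, 2 or 3, without β-TCP replicate 2 or 3, and with that pair averaged. Without β-TCP replicate 1 they were 5 and 8.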

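Nfkbia, the NF-κB inhibitor that NF-κB itself induces, was at 61.1 ± 12.4 FPKM in the control group (SD, n = 3), 70.2 ± 12.3 in the hydrogel group, 56.2 ± 9.92 in the PCL group and 142 ± 5.96 in the β-TCP group. It rose in the β-TCP group by a log2 fold change of 1.22 (standard error 0.18, adjusted p = 0.012) against the control and 1.02 (standard error 0.18, adjusted p = 0.015) against the hydrogel group, from limma. Of 14 genes of inflammatory cytokines and NF-κB signaling, 3 rose in the β-TCP against the control group (8 adjusted over the list alone). The others were the cytokine gene Il18 (1.11, standard error 0.27, adjusted p = 0.043) and Tnfaip3, a feedback inhibitor of NF-κB (0.96, standard error 0.22, adjusted p = 0.036). Against the hydrogel group 5 rose (8 adjusted over the list alone), among them the macrophage growth factor gene Csf1 (0.93, standard error 0.24, adjusted p = 0.0473) and Lif, a cytokine of the interleukin-6 family (0.98, standard error 0.24, adjusted p = 0.04). Against PCL, Nfkbia alone differed (-1.33, standard error 0.18, adjusted p = 0.02 for PCL against β-TCP, 6 adjusted over the list alone). None of the 14 cytokine and NF-κB genes passed limma's test over all genes or limma-voom in the hydrogel group, the PCL group or PCL against hydrogel. For cytokine and NF-κB genes the counts at an unadjusted p under 0.05 were 1 higher and 1 lower in the hydrogel group, 5 higher and 1 lower in the PCL group and 1 higher in PCL against hydrogel, and adjusted over the list alone none in the hydrogel group, 5 higher and 1 lower in the PCL group and none in PCL against hydrogel. The medians against the control group were 0.13 in the hydrogel, 0.14 in the PCL and 0.87 in the β-TCP group, and the median of PCL against hydrogel was 0.19. The hydrogel median was -0.01 after scaling by the median of ratios and was 0.26 without control replicate 1, -0.01 without control replicate 3, 0.21 without hydrogel replicate 1 and 0.04 without hydrogel replicate 2. The PCL median was 0.09 without control replicate 2, 0.23 without control replicate 3, 0.03 without PCL replicate 1, 0.08 without PCL replicate 2 and 0.34 without PCL replicate 3, and that of PCL against hydrogel was 0.29 without hydrogel replicate 2 and 0.11 without hydrogel replicate 3. Tnf and Il10 were below the limit for testing. Il6 was at 1.04 ± 0.186 FPKM in the β-TCP and 0.159 ± 0.117 in the hydrogel group. The β-TCP count against the control group was 1 without control replicate 2, 5 without β-TCP replicate 1, 0 without β-TCP replicate 2 or 3 and 0 with β-TCP replicates 2 and 3 averaged. That against the hydrogel group was 0 without hydrogel replicate 1 or 3 or β-TCP replicate 2 or 3, 3 without hydrogel replicate 2 and 0 with β-TCP replicates 2 and 3 averaged. The call between PCL and β-TCP ended without PCL replicate 2 or 3 or β-TCP replicate 2 or 3 or with β-TCP replicates 2 and 3 averaged. Nfkbia ranged from -1.45 to -1.20 on the log2 scale with 1 library left out.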

In addition, the protein–protein interaction network (PPI) analysis was also preformed to reveal the proteins functions encoded by DEGs in different groups (**Figure** **9**A–R, and sPPI 1–6, Supporting Information). Confirmed with the GO and KEGG enrichment, the main down regulated network was collagen and extracellular space related (Figure 9B,E,H,K) in all scaffold groups compared with the control group. 

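Collagen and matrix genes, from a list that leaves out the cartilage genes, had medians over 27 genes of -0.74 in the hydrogel, -0.69 in the PCL and -0.21 in the β-TCP group on the log2 scale. Fmod, a proteoglycan that binds fibrillar collagen, fell in the β-TCP group, from 252 ± 234 to 45.3 ± 0.797 FPKM (SD, n = 3, log2 fold change -2.05, standard error 0.51, adjusted p = 0.0475 from limma). It was the one gene of the list to pass there (none adjusted over the list alone). Sparc, a collagen-binding protein of bone matrix, was at 9245 ± 3869.6 FPKM in the control group, 5576 ± 2166 in the hydrogel group, 5551 ± 1073 in the PCL group and 6509 ± 517 in the β-TCP group. Col1a1 had log2 fold changes of -0.62, -0.54 and -0.30 in the hydrogel, PCL and β-TCP groups, none of which passed. None of the 27 collagen and matrix genes passed limma's test over all genes or limma-voom in the hydrogel group or the PCL group. For collagen and matrix genes the counts at an unadjusted p under 0.05 were 13 lower in the hydrogel group and 9 lower in the PCL group, and adjusted over the list alone 2 lower in the hydrogel group and none in the PCL group. Of the genes of the extracellular space in GO, 68 of 706 genes (10.8 by chance, exact test, adjusted p = 3.9e-36, camera adjusted p = 0.343 with an estimated correlation) were lower in the hydrogel group and 57 of 706 genes (9.19 by chance, exact test, adjusted p = 8.0e-30, camera adjusted p = 0.71 with an estimated correlation) in the PCL group at the paper's threshold. In the β-TCP group 32 of 706 genes (7.1 by chance, exact test, adjusted p = 1.5e-12, camera in the opposite direction adjusted p = 0.907 with an estimated correlation) were. The hydrogel median was -0.43 without control replicate 3 and -0.45 without hydrogel replicate 3. The PCL median was -0.36 without control replicate 3, and the β-TCP median -0.53 without control replicate 2 and 0.08 without control replicate 3. The call of Fmod ended without control replicate 1 or β-TCP replicate 1, 2 or 3, with β-TCP replicates 2 and 3 averaged or by limma-voom. Fmod ranged from -2.57 to -1.33 on the log2 scale with 1 library left out.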

The up regulated network in hydrogel and PCL group were a troponin related network (Tnni1, Tnni2, Tnnc1, and Tnnc2), but the main change protein network in the *β*‐TCP group was immune (Il1b) and chemokines (Cxcl12) related. In addition, the PPI analysis were also performed among hydrogel, PCL, and *β*‐TCP group, the results show that cell division cycle protein (Cdc protein family) were up‐enriched in the hydrogel and PCL group (Figure 9O,Q). 

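The troponin genes, which encode the calcium switch of striated muscle, were higher in the hydrogel and PCL groups in mean but varied widely between libraries. Tnnc2, of fast muscle, was at 0.82 ± 0.612 FPKM in the control group (SD, n = 3), 23.3 ± 36.2 in the hydrogel group, 21.6 ± 18.7 in the PCL group and 3.26 ± 2.54 in the β-TCP group, and Tnni2 at 1.72 ± 0.737 FPKM in the control group, 15.9 ± 22.9 in the hydrogel group, 13 ± 11.1 in the PCL group and 2.13 ± 1.56 in the β-TCP group. The log2 fold changes in the hydrogel group were 0.92 for Tnni1, 1.55 for Tnni2, 1.30 for Tnnc1 and 2.24 for Tnnc2, and in the PCL group 1.32, 1.67, 1.86 and 2.72. None passed limma's test at an adjusted p under 0.05. In hydrogel replicates 1 to 3 Tnnc2 was at 4.29, 0.621 and 65 FPKM, and in PCL replicates 1 to 3 at 35.8, 0.402 and 28.8. Il1b, the inflammatory cytokine interleukin-1β, was at 10.7 ± 8.13 FPKM in the control group, 16.6 ± 1.99 in the hydrogel group, 18.9 ± 0.907 in the PCL group and 57.6 ± 36.1 in the β-TCP group, with a log2 fold change of 2.37 in the β-TCP group (standard error 0.68) that did not pass, and it was at 16.2, 74.8 and 81.9 FPKM in β-TCP replicates 1 to 3. Cxcl12, the chemokine that retains stem cells in marrow, was at 203 ± 121 FPKM in the control group, 260.3 ± 43 in the hydrogel group, 221 ± 46 in the PCL group and 164 ± 16.4 in the β-TCP group, and its log2 fold change in the β-TCP group was -0.07 (standard error 0.44), which did not pass.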

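Cdc20, an activator of the anaphase-promoting complex, was at 28.8 ± 20.7 FPKM in the control group (SD, n = 3), 50.7 ± 19.9 in the hydrogel group, 48.4 ± 15.9 in the PCL group and 16.2 ± 4.59 in the β-TCP group. Cdc45, part of the replicative helicase, was at 18.8 ± 5.88, 15.6 ± 3.33 and 5.8 ± 2.26 FPKM in the hydrogel, PCL and β-TCP groups, Cdc6, a licensing factor of replication, at 21.9 ± 7.67, 25.3 ± 10.9 and 6.77 ± 3.47, and Cdca8, a member of the chromosomal passenger complex, at 33.5 ± 12.7, 29.6 ± 7.19 and 11.4 ± 3.43. The log2 fold changes of β-TCP against hydrogel were -1.55, -1.55, -1.59 and -1.45 for Cdc20, Cdc45, Cdc6 and Cdca8, and those of PCL against β-TCP 1.5, 1.32, 1.76 and 1.31. None of these 4 genes passed limma's test at an adjusted p under 0.05 in either comparison. Mcm7, another subunit of the helicase, had log2 fold changes of -1.62 and 1.52, which did not pass either. Cdc20, Cdc45, Cdc6 and Cdca8 did pass with a fit of only the 2 groups compared. The outcome for these 4 genes thus depends on whether libraries outside the comparison are in the fit. Cdc20 was at 29, 49.4 and 8.02 FPKM in control replicates 1 to 3.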

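Fos and Junb, subunits of the transcription factor AP-1, and Egr1, an early growth response factor that the paper's Erg1 is taken to mean, were higher in the β-TCP group than in the hydrogel and PCL groups. Fos was at 17.3 ± 1.14 FPKM in the control group (SD, n = 3), 13.6 ± 10.5 in the hydrogel group, 11.1 ± 3.28 in the PCL group and 48.4 ± 2.36 in the β-TCP group. It rose in the β-TCP group by a log2 fold change of 1.98 (standard error 0.38, adjusted p = 0.019) against hydrogel, from limma, and that of PCL against β-TCP was -2.06 (standard error 0.38, adjusted p = 0.0476). For Egr1 these were 1.66 (standard error 0.21, adjusted p = 0.0071) and -1.28 (standard error 0.21, adjusted p = 0.035), and for Junb 1.28 (standard error 0.22, adjusted p = 0.013) and -1.18 (standard error 0.22, adjusted p = 0.0476). Of 21 immediate early genes, 6 rose and none fell in the β-TCP against the hydrogel group (12 higher and 1 lower adjusted over the list alone), with Socs3, an inhibitor of cytokine signaling, among them (1.41, standard error 0.28, adjusted p = 0.022), and 3 were lower in the PCL than in the β-TCP group (6 adjusted over the list alone). The paper names 3 of the list from these samples. Il1r1, the interleukin-1 receptor, was at 8.65 ± 2.86 FPKM in the β-TCP group against 3.97 ± 1 in the hydrogel and 4.75 ± 1.21 in the PCL group, a log2 fold change of 0.93 and -0.72 that did not pass, and Il1b had 1.44 and -1.26 without passing. Il1a was below the limit for testing. It was at 0.148, 3.781 and 3.986 FPKM in β-TCP replicates 1 to 3 and under 1 FPKM in the other 9 libraries. The count of immediate early genes against the hydrogel group was 2 without hydrogel replicate 1, 1 without hydrogel replicate 3 or β-TCP replicate 3, 0 without β-TCP replicate 2 and 1 with β-TCP replicates 2 and 3 averaged, and that of PCL against β-TCP was 0 without each of the PCL and β-TCP replicates in turn. The calls against hydrogel ended without β-TCP replicate 2 (all), without hydrogel replicate 3 or β-TCP replicate 3 or with β-TCP replicates 2 and 3 averaged (Fos and Junb) and without hydrogel replicate 1 (Fos). Fos ranged from 1.65 to 2.53 on the log2 scale, Egr1 from 1.59 to 1.72 and Junb from 1.14 to 1.47 with 1 library left out.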

The immune related proteins (Il1a, Il1b, and Il1r1) and cell proliferation, differentiation, and transformation related proteins (Erg1, Fos, and Junb) were up enriched in the *β*‐TCP group which may related to the obvious immune response and osteoclast differentiation induced by *β*‐TCP during bone healing (Figure 9N,R).

**Figure 9:**
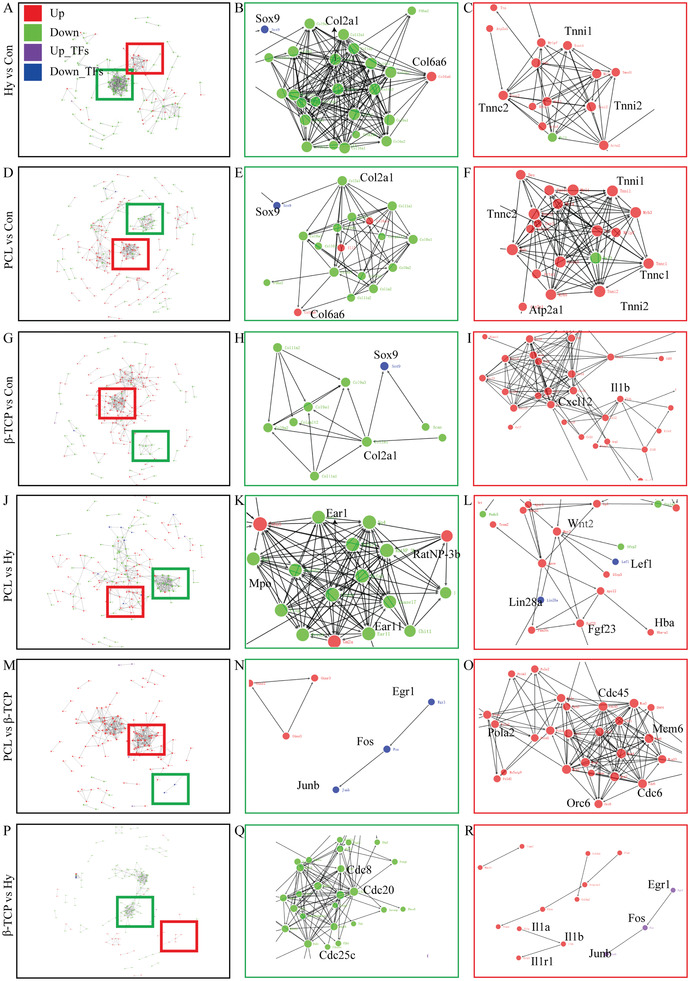
Protein–protein interaction network (PPI) analysis. A–C) DEGs in hydrogel group compared with control group. D–F) DEGs in PCL group compared with control group. G–I) DEGs in *β*‐TCP group compared with control group. J–L) DEGs in PCL group compared with hydrogel group. M–O) DEGs in PCL group compared with *β*‐TCP group. P–R) DEGs in *β*‐TCP group compared with hydrogel group. The red color represents up‐regulated proteins, green represents down‐regulated proteins, purple represents up‐regulated transcriptome factors, and blue represents down‐regulated transcriptome factors. The red color represents up‐regulated proteins, green represents down‐regulated proteins, purple represents up‐regulated transcriptome factors, and blue represents down‐regulated transcriptome factors.

To further verify the regulation function of hydrogel, PCL, and *β*‐TCP to influence the symbiosis niche, which was comprised of scaffold, cells, and regenerated tissues, we co‐cultured the BMSC, HUVEC, RAW264.7, and Schwann cells with hydrogel, PCL, or *β*‐TCP scaffolds in vitro (**Figure** **10**A–D). The cell area evaluation (Figure 10E–H) and biocompatibility (Figure 2) results revealed that hydrogel and PCL promote BMSC, HUVEC, and Schwann cells growth, but *β*‐TCP has an obvious role to regulate RAW264.7 cells. Histomorphology analysis had shown that there was significant difference of interface between scaffold and new tissues after 7 weeks of implantation. Although all hydrogel, PCL, or *β*‐TCP scaffold could accelerate the bone healing processes, the hydrogel scaffold could be absorbed and the increase of interface area promotes cell adhesion and gap junction (Figure 10I), the PCL scaffold limits new bone formation in the gap and maintains the existence of the interface all the time (Figure 10J), and the *β*‐TCP scaffold could promote new bone remodeling by regulating macrophage function and osteoclast differentiation (Figure 10K).

**Figure 10:**
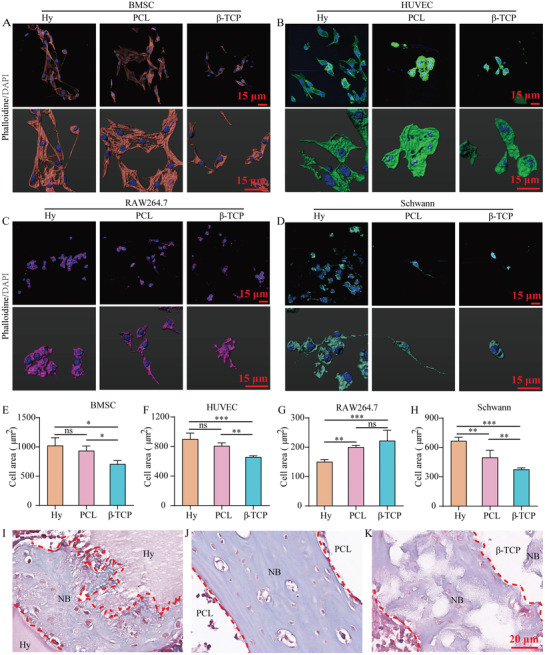
The regulatory role of scaffolds to influence cells or tissues in symbiosis niche in vitro and in vivo. A) The cellular morphology of BMSC in hydrogel, PCL, or *β*‐TCP scaffold niche. B) HUVEC. C) RAW264.7. D) Schwann cells. E) The statistic of BMSC cell area in hydrogel, PCL, or *β*‐TCP scaffold niche. F) HUVEC. G) RAW264.7. H) Schwann cells. I) The symbiosis niche of hydrogel scaffold and new tissue. J) PCL scaffold. K) *β*‐TCP scaffold. The red dashed line indicates the interface of scaffold and new tissue. NB: new bone. ns: no significance. Each group contained three replicates and data was analyzed by one‐way ANOVA with Bonferroni test for multiple comparisons (E–H). *: *p* < 0.05, **: *p* < 0.01, ***: *p* < 0.001.

## 3 Discussion

In this study, the hydrogel, PCL, and *β*‐TCP 3D printed scaffolds are implanted into a critical‐sized defect model, and the niche provided by scaffolds promotes cell recruitment, extracellular matrix adhesion, and new tissue formation. The symbiosis niche formed by scaffolds, cells, and regenerated tissues accelerates bone healing processes by influencing genes expression, signal transduction, and cellular function in the microenvironment. The results showed that the implantation of the three scaffolds could accelerate the process of bone repair, but the characteristics of symbiosis niche including gene expression, regulatory network, cell behavior, and histomorphology are different. The hydrogel scaffold promotes cell adhesion and proliferation, including regenerated bone tissue cells, B cells, and macrophages. The PCL scaffold is beneficial to cell proliferation and differentiation. The *β*‐TCP scaffold improves the processes of osteoclast differentiation and bone remodeling. Second, although all the three scaffolds perform excellent biocompatibility in vitro, inflammatory responses are activated in all the three scaffolds group, with the formation of symbiosis niche, among which *β*‐TCP scaffold caused the highest inflammatory response, followed by PCL and hydrogel. In addition, the enrichment of pathways related to muscle development and formation also suggests that while scaffold materials promote bone healing, they may also cause abnormal proliferation of muscle tissue at the bone–muscle interface. 

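Genes of mature skeletal muscle were higher in some hydrogel and PCL libraries. Mylpf, the regulatory light chain of fast myosin, was at 2.33 ± 1.61 FPKM in the control group (SD, n = 3), 60.5 ± 91.2 in the hydrogel group, 55.9 ± 47.4 in the PCL group and 8.69 ± 6.74 in the β-TCP group. Over 29 muscle genes the median log2 fold change was 1.07 in the hydrogel, 1.15 in the PCL and 0.21 in the β-TCP group. None of the 29 muscle genes passed limma's test over all genes or limma-voom in the hydrogel group or the PCL group. For muscle genes the counts at an unadjusted p under 0.05 were 4 higher and 1 lower in the hydrogel group and 3 higher and 1 lower in the PCL group, and adjusted over the list alone 1 lower in the hydrogel group and 1 higher and 1 lower in the PCL group. A single gene fell in the β-TCP group (1 lower adjusted over the list alone), Myl3, the myosin light chain of slow and heart muscle (log2 fold change -1.73, standard error 0.38, adjusted p = 0.032 from limma). Mylpf was at 14.1, 1.87 and 166 FPKM in hydrogel replicates 1 to 3 and at 89, 1.61 and 77.1 in PCL replicates 1 to 3. The hydrogel median was 0.26 without hydrogel replicate 3. The β-TCP median was 0.12 without β-TCP replicate 2. Past limma's adjusted p of 0.05, 1 muscle gene was lower in the hydrogel group without control replicate 1 and 1 in the PCL group without control replicate 1 or 3. The paper names 5 of these genes from these samples. The call of Myl3 ended without control replicate 2 or β-TCP replicate 2 or 3, with β-TCP replicates 2 and 3 averaged or by limma-voom. Myl3 ranged from -2.17 to -1.21 on the log2 scale with 1 library left out.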

Our results suggest that other natural and synthetic materials of the 3D printed scaffold may also have the universal function referred in the DEGs enrichment analysis, to promote the bone healing processes. But the inflammation response and muscle regeneration induced by scaffolds in the symbiosis niche microenvironment are potential side effects that need to be noticed and the specific characteristics of other materials may exist and can be used for improving the symbiosis niche. For further studies on biomaterials for bone healing, the specific genes and signal pathways activated by scaffolds should be considered, and combined biomaterials may be designed to make full use of the advantages of different materials and avoid the side effect of materials, to improve biological safety and effectively and bone healing processes.

The inflammatory response activated in the symbiosis niche also inescapably appears and exists after the inflammation stage. In general, the inflammatory response is triggered at the early stage of hematoma formation during bone regeneration. The cells of neutrophils, M1 macrophages, and CD8^+^ T cells release pro‐inflammatory factors IL1*β*, IL6, and TNF*α*. In the subsequent stage of granulation tissue formation, macrophages secrete anti‐inflammatory factors IL10, and growth factors to inhibit inflammatory response and promote the formation of cartilage callus.^[^ ^21d^ ^]^ In our results, after the implantation of hydrogel, PCL, and *β*‐TCP scaffolds, significant ossification centers were found in soft callus and hard callus that began to form at 2 weeks, indicating that bone healing had undergone the phase of inflammatory response and early granulation tissue formation. However, GO and KEGG analysis of DEGs in transcriptome data show that a large number of immune‐related pathways were still activated and the inflammatory response continued (Figures 6 and 7). 

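Macrophage genes rose in the β-TCP group: 13 of 20 rose and none fell against the control group at an adjusted p under 0.05 from limma (17 adjusted over the list alone), with a median log2 fold change of 1.45. The lipid carrier gene Apoe was at 4521 ± 2228 FPKM against 878 ± 395 (SD, n = 3, log2 fold change 2.29, standard error 0.51, adjusted p = 0.035), the scavenger receptor gene Msr1 at 46.6 ± 25.5 against 8.53 ± 0.962 (2.12, standard error 0.40, adjusted p = 0.021), and Trem2, a lipid-sensing receptor of macrophages, at 88.4 ± 32.6 against 19.7 ± 5 (2.06, standard error 0.39, adjusted p = 0.021). In the PCL and hydrogel groups the medians against control were 0.61 and 0.34, and none of the list passed over all genes. At an unadjusted p under 0.05, 9 and 2 were higher there, and adjusted over the list alone 4 and none. In the β-TCP against the hydrogel group 7 of the list rose (15 higher and 1 lower adjusted over the list alone), Gpnmb, a glycoprotein of macrophages and osteoclasts, by 2.03 (standard error 0.36, adjusted p = 0.015). The count against the control group was 3 without control replicate 2, 1 without β-TCP replicate 2 or 3 and 1 with β-TCP replicates 2 and 3 averaged, and that against the hydrogel group 1 without hydrogel replicate 1 or 3 or β-TCP replicate 3, 11 without hydrogel replicate 2, 12 without β-TCP replicate 1, 0 without β-TCP replicate 2 and 1 with β-TCP replicates 2 and 3 averaged.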

Due to critical bone defect not being self‐healing, the scaffold material provides a good microenvironment for tissue regeneration and the formation of symbiosis niche to further improve bone healing progresses. However, even the scaffolds appear with good biocompatibility in vitro, but as a foreign body, a degree of immune response can also be activated that affect bone healing processes, by inducing coagulation cascade and activating the complement system.^[^ ^34^ ^]^ Studies have shown that although inflammation is beneficial to the formation of early granulation tissue, it has an inhibitory effect on the osteogenic differentiation of MSC in vitro,^[^ ^35^ ^]^ and bone regeneration is promoted in RAG^−/−^ mice which lack adaptive immunity.^[^ ^36^ ^]^ So, persistent inflammation response activation may not be conducive to bone healing, and the osteogenesis effect is better than no implant group in the symbiosis niche, probably due to the existence of the scaffold material that provides more endothelial progenitor cells and MSC adhesion sites, generating more granulation tissue at early age. At the same time, it also provides adhesion sites for immune cells and as a foreign body, making the inflammatory response continuously activated.^[^ ^37^ ^]^ Comparing the inflammatory response induced by hydrogel, PCL, and *β*‐TCP scaffolds, that hydrogel causes moderate inflammatory response and is followed by PCL scaffolds. However, *β*‐TCP scaffolds cause the most severe inflammatory response and a large number of complement system genes are activated. These results suggest that when designing scaffold materials, attention should be paid to the surface of materials to increase MSC adhesion while minimizing excessive adhesion of platelets and immune cells to inhibit persistent inflammatory responses. In addition, excessive inflammatory reactions should be avoided, which is conducive to improving the feasibility of using scaffold materials for non‐healthy patients (such as cancer, osteoporosis, and diabetes) in clinic.

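Of 22 genes of the complement system and its receptors, 6 rose and none fell in the β-TCP against the control group at an adjusted p under 0.05 from limma (11 adjusted over the list alone). They included Vsig4, a receptor for fragments of C3, at 6.9 ± 3.29 FPKM against 0.0466 ± 0.0467 (SD, n = 3, log2 fold change 2.81, standard error 0.31, adjusted p = 0.0044), Itgam, a chain of complement receptor CR3 (log2 fold change 2.01, standard error 0.42, adjusted p = 0.028), the anaphylatoxin receptor gene C3ar1 (1.36, standard error 0.29, adjusted p = 0.03) and C1qa, a chain of C1q (1.16, standard error 0.18, adjusted p = 0.014). The list's median was 0.69. Its members C1qa, C1qb, C1qc, Itgam and Vsig4 are also in the macrophage list, of which 13 of 20 rose with a median of 1.45. A higher content of macrophages was not separated from a change of complement genes within cells. Against the hydrogel group 6 complement genes rose (8 higher and 2 lower adjusted over the list alone), with a median of 0.52, and 0.33 without hydrogel replicate 3. The count against the control group was 3 without control replicate 2, 1 without β-TCP replicate 2 or 3 and 1 with β-TCP replicates 2 and 3 averaged, and that against the hydrogel group 1 without hydrogel replicate 1 or 3 or β-TCP replicate 3, 0 without β-TCP replicate 2 and 1 with β-TCP replicates 2 and 3 averaged.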

As a polymer, the hydrogel has obvious advantages in transcriptional regulation compared with PCL and *β*‐TCP scaffolds in bone healing. In addition to the mild inflammatory responses, the GO function and KEGG pathway related to oxygen transport and red blood cell development were significantly up‐regulated. Combined with histological results, it was found that the porous network structure of the hydrogel increased the interface between cells and the scaffold, which would contribute to the formation of the initial granulation tissue. Further, GO and KEGG enrichment reveals that the function of B cells and leukocyte proliferation and adhesion related pathways are also of significant enrichment. However, the inflammatory response in the hydrogel implantation group is a minimum. 

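Cd79b, a chain of the B cell receptor, was at 78.1 ± 76.2 FPKM in the control group (SD, n = 3), 155 ± 56.9 in the hydrogel group, 58.5 ± 40.3 in the PCL group and 23.6 ± 10.2 in the β-TCP group. Fcrla, a protein of germinal center B cells, was at 81.9 ± 87.9, 131 ± 74.5, 49.7 ± 40.4 and 17.5 ± 4.61 FPKM in the same order. Over 20 B cell genes the median log2 fold change of hydrogel against control was 1.61. None of the 20 B cell genes passed limma's test over all genes or limma-voom in the hydrogel group. The count of B cell genes at an unadjusted p under 0.05 was 1 higher, and adjusted over the list alone none. Cd79b had a log2 fold change of 1.93 (standard error 1.02) and Fcrla of 1.75 (standard error 1.14). The control libraries were at 73.9, 156 and 4.1 FPKM of Cd79b in replicates 1 to 3. The median was 2.56 without control replicate 2 and 0.29 without control replicate 3.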

In the case of low inflammatory response, whether the adhesion of B cells and leukocyte in the regenerated tissue region is beneficial to the bone regeneration process still needs further research. Due to the convenient design of 3D structure (such as microspheres, nanoparticles, and fibers), good absorbability, controllable degradation rate and excellent delivery function of hydrogels,^[^ ^32^, ^38^ ^]^ mechanisms of immune cell types, and related signaling pathways involved in this study can be further studied and using hydrogel scaffold to provide a symbiosis niche and improve bone regeneration by targeting inflammatory response. In addition, it is worth noting that the natural bone healing phases include inflammatory response, granulation tissue, soft callus, hard callus, and bone remodeling,^[^ ^19^, ^20^, ^21^ ^]^ but the symbiosis niche provided by scaffold will shorten the duration of each phase and accelerate the whole bone healing process. So, if the scaffold materials are used as delivery system and target a specific regeneration stage to achieve precise control of the healing stage, the release time point and rate should match the changed processes not the natural processes. However, as a powerful tool for clinical treatment of bone defects, further research still needs to improve the characteristics of hydrogel in degradation control, intelligent release, and mechanical strength.

A combined design of bio‐scaffold might be considered to utilize material characteristic and achieve better bone healing. The transcriptome results show that there are specific DEGs and signal pathways up or down regulated in hydrogel, PCL, and *β*‐TCP scaffolds group, besides the improvement of bone healing. Because of the better mechanical support function, there are more newly formed bone mass in the PCL and *β*‐TCP scaffolds group compared with the hydrogel group, although they have obvious inflammatory response. The composite materials have been attempted as a delivery system to inhibit inflammation and promote bone repair.^[^ ^39^ ^]^ based on the biological characteristic of scaffolds including degradation rate, porosity, release curve, and other advantages^[^ ^32^ ^]^ and the transcriptome level response activated in symbiosis niche. A composite scaffold material can be designed that uses a synthetic polymer material to enhance mechanical strength, bioceramics to promote bone remodeling, and hydrogel to reduce inflammatory response. Thus, a simple scaffold material not as a delivery system, can achieve phased regulation of bone healing processes by a safe and efficient way.

The potential side effects also need to be paid attention to, which may lead to the abnormal proliferation of skeletal muscle. As a symbiosis niche, the scaffold not only recruits leukocytes, erythrocyte, and MSCs, but also other cells which have an interaction with the defect area. The results of GO and KEGG enrichment reveal that proliferation, differentiation, and adhesion related pathways of muscle cells were also significantly up‐regulated, indicating that a scaffold material promotes proliferation and adhesion of surrounding muscle tissue at the interface between bone defect area which easily leads to tissue adhesion in the regeneration process. Therefore, anti‐adhesion factors should be considered in the surface during the designing of scaffold materials. The interface between bone tissue and surrounding muscle tissue (such as changing the physical and chemical properties of the material surface^[^ ^40^ ^]^ or adding factors that inhibit the growth of muscle cells) should be considered to avoid the occurrence of tissue adhesion during tissue regeneration.

## 4 Conclusion

Currently, hydrogel, PCL, and *β*‐TCP have been extensively researched and used as scaffold materials for regenerative medicine and have great potential in the repair of bone and cartilage. The implantation of scaffold provides a niche to recruitment cells and tissue formation forming a symbiosis microenvironment. The transcriptome function analysis has board implications for regenerative medicine providing insight into the functions, regulation, and interactions by the scaffold and cells. It identifies those directly affected by different scaffold materials and distinguishes the effective signaling pathways to improve bone healing and potential side effects induced by scaffolds. These results define specific genes and signal pathways activated in a symbiosis niche and provide optional targets to improve bone healing. Further studies need to verify the regulation mechanism and possible side effects of a scaffold material after implantation by molecular biological methods to promote the process of forming engineered products and applying in clinic. The characteristics of different materials that induce transcriptome response should be considered in further research and fabrication of scaffold to improve the safety and efficiency of tissue regeneration.

## 5 Experimental Section

### Fabrication of 3D Print Scaffolds

In this study, GelMA, PCL, and*β*‐TCP were used for synthesis of 3D scaffolds. The scaffolds were manufactured using an extrusion‐based 3D printer (EFL‐BP6601, EFL, China). Briefly, 5% GelMA was dissolved into ddH2O with lithium phenyl (2,4,6‐trimethylbenzoyl) phosphinate (LAP, MACKLIN, China) (0.0025 g mL^−1^) at 37 °C for 30 min, and the 25G nozzle was heated to 25 °C with a pressure of 15 KPa. The speed was 360 mm min^−1^, the temperate of the baseplate was 4 °C and during printing, 405 nm light was used to crosslink scaffold. The PCL was loaded into the material chamber and heated to 65 °C and the yield stress was measured as 800 KPa to extrude the liquid PCL, and the 25G nozzle was heated to 85 °C. The printing speed was 30 mm min^−1^. The injectable *β*‐TCP bio‐ink was prepared by the method as previously reported,^[^ ^41^ ^]^ briefly, 44g *β*‐TCP powders (MACKLIN, China), 18g sodium alginate suspension (10 wt%) (MACKLIN, China), 5 g Pluronics F‐127 solution (20 wt%) (Aladdin, China), and 6 mL ddH2O were mixed by milling. Then *β*‐TCP bio‐ink was placed into printing tubes with a pressure of 200 KPa, and 25 G nozzle was used with the printing speed of 720 mm min^−1^, and the temperate of the baseplate was 2 °C. The printed *β*‐TCP scaffolds were dried at room temperature for 24 h and sintered at 1100 °C for 2 h at a heating rate of 10 °C min^−1^. The fabrication of GelMA, PCL, and *β*‐TCP scaffolds with the standard of that the thickness of each piece was 0.18–0.22 mm, and the gap of scaffolds were 400–500 µm.

### Characterization of the Scaffolds

The 3 mm column scaffolds were obtained from printed cube scaffolds. The macropores and microstructure of the pore walls were characterized by scanning electron microscopy (SEM, Sirion 200, FEI, USA).

### Biocompatibility Test

The rat BMSC and mouse leukemic monocyte/macrophage cell line RAW264.7 cells were kindly provided by Tao Wang (Department of Orthopaedics, Shanghai Key Laboratory for Prevention and Treatment of Bone and Joint Diseases, Shanghai Institute of Traumatology and Orthopaedics, Ruijin Hospital, Shanghai Jiao Tong University School of Medicine). The human umbilical vein endothelial cells (HUVEC)^[^ ^42^ ^]^ and Schwann^[^ ^43^ ^]^ cells were kindly provided by Juan Wang (Department of Orthopaedics, Shanghai Key Laboratory for Prevention and Treatment of Bone and Joint Diseases, Shanghai Institute of Traumatology and Orthopaedics, Ruijin Hospital, Shanghai Jiao Tong University School of Medicine). The four type cells were chosen to investigate the biocompatibility. These cells were co‐cultured with these scaffolds, respectively, in a 24‐well cell culture plate (10000 cells per well). The *α*‐modified eagle medium (*α*MEM, Gibco, USA) with 10% fetal bovine serum (FBS, Gibco, USA) and 1% penicillin‐streptomycin solution (HyClone, USA) was used to culture cells at 37 °C with 5% CO_2_.

A cell counting kit‐8 (CCK‐8, YEASEN, China) was employed to analyze the proliferation and cytotoxicity of BMSC, RAW264.7, HUVEC, and Schwann cells on three scaffolds, which was performed according to the protocol provided by the product's company. Briefly, the test reagent was mixed with *α*MEM on day 1, 3, and 5, and incubated for 2 h. Then the absorbance was quantified (iMark Microplate Reader, BIO‐RAD, USA) at 450 nm.

A Live/Dead Cell kit (YEASEN, China) was applied to assess the viability of cells on three scaffolds. After incubation, the fluorescence images were acquired by a fluorescence microscope (Nikon Corporation, Japan). According to the manufacturer's protocol, calcein‐AM (green fluorescence) represents viable cells and propidium iodide (PI, red fluorescence) represents dead cells; these were used to assess cell viability. The cells were at the same passage number for in vitro studies.

### Animal Models

Rat distal femoral bone critical size defect model was established for in vivo bone repair assessment by the method as previously reported.^[^ ^44^ ^]^ Briefly, 8 weeks old Sprague Dawley (SD) rat (300 ± 50 g) were anesthetized by 2.5% pentobarbital sodium (Sangon, China), and the lateral longitudinal incision of the distal femur is taken to expose the lateral femoral condyle, and a 3 mm electric drill was used to penetrate the bone cortex. Then Hy, PCL, and *β*‐TCP scaffolds were implanted into the defect site, and the control group didn't implant on the scaffold. Every group contains 18 rats, and the authors harvested the rat femurs of the four groups at 2, 4, and 7 weeks after implantation (each group contained 6 samples, *n* = 6). All animal experiments were approved by the Animal Ethics Committee, Ruijin Hospital, Shanghai (SYXK 2018‐0027).

### Histological Analysis

The femurs contained scaffold and control group were harvested and fixed with 4% paraformaldehyde (PFA, Sangon, China). Then microCT (SKYSCAN 1172, Belgium) and X‐ray (Faxitron x‐ray, USA) were used to evaluate the damage repair. The software Imaris 9.2 (Oxford Instruments, UK) was used to reconstruct the 3D bone model. Specifically, the surface function section was used to reconstruct a space structure based on microCT scanning image. The boundary of different parts was the recognition and surface of every respective part according to the manufacturer's instructions (https://imaris.oxinst.com). After that, samples were placed in 10% ethylene diamine tetraacetic acid (EDTA, Sangon, China) for decalcification before being embedded in paraffin. Then, 5 µm thick sections were used for hematoxylin and eosin (HE) staining analysis with the methods previously reported.^[^ ^29^, ^44^ ^]^

### Transcriptome Analysis

The symbiosis niches were used for transcriptome analysis at 2 weeks. Briefly, samples of newly formed tissues in the control group and symbiosis niches of Hy, PCL, and *β*‐TCP scaffold groups were grinded under liquid nitrogen. The total RNA was isolated with the Trizol (Vazyme, China) according to the manufacturer's instructions. The concentration of RNA was measured with a NanoDrop 2000c (Themo, USA) and its quality was measured with an Agilent 4100 Bioanalyzer (Agilent, USA). The RNA‐seq libraries were constructed using VAHTS Universal V8 RNA‐seq Library Prep Kit for Illumina (Vazyme, China), and the libraries were deep sequenced using paired‐end sequencing with the Illumina NovaSeq 6000 (Illumina, USA), according to the manufacturer's protocol. Mapping and enrichment analysis were performed as previously described.^[^ ^45^ ^]^ The transcriptome sequencing was conducted by OE biotech Co Ltd (Shanghai, China). Cleaning reads were obtained using Trimmomatic and mapped to reference genome using hisat2. FPKM (fragments per kilobase of exon per million reads mapped) value of each gene was calculated using cufflinks. The DEGs, GO (gene ontology), and KEGG (Kyoto Encyclopedia of Genes and Genomes) enrichment analysis were performed using R software. *p* value < 0.05 and FoldChange > 2 or FoldChange < 0.5 was set as the threshold for significantly differential expression or differential enrichment.

### Quantitative Reverse Transcription‐Polymerase Chain Reaction (RT‐qPCR)

The cDNA synthesis was performed using HiScript SuperMix for qPCR kit (Vazyme, China), RT‐qPCR was performed using a Roche 480 real‐time PCR detection system (Roche, Switzerland). Results were normalized to GAPDH and were analyzed using the 2^−△△Ct^ method. The primer sequences are listed in Table S1, Supporting Information.

### Statistical Analysis

The pre‐processing of transcriptome data was performed using R according to the standard threshold value. Values were expressed as the means ± SEM, and the difference between groups was analyzed by one‐way ANOVA with Bonferroni test for multiple comparisons. At least three independent samples were contained in each group for each statistical analysis. Column statistics were performed on datasets to check for normal distribution. Statistical analyses were performed using Excel (Microsoft, USA), SPSS (IBM Corp, USA), GraphPad Prism 9 (GraphPad Software, USA), and R software.

## Conflict of Interest

The authors declare no conflict of interest.

## Supporting information

Supporting Information Click here for additional data file.

Supplemental Video 1 Click here for additional data file.

Supplemental Video 2 Click here for additional data file.

Supplemental Video 3 Click here for additional data file.

Supplemental Video 4 Click here for additional data file.

Supplemental Video 5 Click here for additional data file.

Supplemental Video 6 Click here for additional data file.

Supplemental Video 7 Click here for additional data file.

Supplemental Video 8 Click here for additional data file.

Supplemental Video 9 Click here for additional data file.

Supplemental Video 10 Click here for additional data file.

## Data Availability

The data that support the findings of this study are available in the supplementary material of this article.

How the deposited data were processed for this re-analysis (not part of the article)

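RNA of the tissue in a rat distal femur defect was sequenced 2 weeks after surgery in 4 groups of 3 libraries: control without a scaffold, hydrogel, PCL and β-TCP. Before depositing them, the authors trimmed the reads with Trimmomatic, aligned them with HISAT2 and computed FPKM per gene with Cufflinks. The submitters' processing notes also name HTSeq, DESeq, Bowtie, StringTie and the build Rnor_6.0, with no versions, and no count table was used here. The deposited table holds 22601 genes with their FPKM in 12 mapped libraries, and 3 further columns of values whose names match no sample label were not used. No mitochondrially encoded gene was found in the table, so that share was not computed as a sign of RNA quality. Gene names are those of the table. No coordinates were taken, because the gene reference at hand is of another assembly than the build named for the files.

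Genes with at least 1 FPKM in at least 3 libraries, whichever group they were in, were tested (12633 genes). The test was limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with 1 mean per group in a single fit of all 12 libraries, empirical Bayes with a trend on the mean, two-sided p-values and Benjamini-Hochberg adjustment over the genes tested. Genes were counted at an adjusted p under 0.05, and at the threshold of the paper's methods, an unadjusted p under 0.05 with a fold change over 2 or under 0.5. The design, the gene lists and all alternatives except 2 were fixed before the data were examined. The exceptions, β-TCP replicates 2 and 3 averaged as 1 library and limma-voom on fragments recovered from the FPKM, were chosen after the values were seen. Libraries were grouped by the condition in their sample labels. Each scaffold group was compared with the control group, the scaffold groups with each other, and the mean of the scaffold groups with the control group. Fragments were recovered by dividing the FPKM of a gene by its step, the value of 1 fragment, which was tested on simulated data (2990 of 3000 genes recovered). The depth so recovered was 15036338 to 17358297 fragments per library.

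Members of 37 gene lists were counted at the adjusted p over all genes and adjusted over the list alone. Of 734 symbols, 722 matched a gene of the table by name, 8 by a synonym or identifier and 4 did not match. With limma's camera at a preset correlation of 0.01, 10 lists were up and 17 down in hydrogel against control, 9 and 9 in PCL, 10 and 11 in β-TCP against control. These numbers were 12 and 1 in PCL against hydrogel, 15 and 9 in β-TCP against hydrogel and 10 and 12 in PCL against β-TCP, and 13 and 10 for the scaffolds together against control. None held with an estimated correlation, where the smallest was adjusted p = 0.197, so the text gives member counts and medians in place of these calls. Limma's fry, which tests a list by itself, gave unadjusted p of 0.0052, 0.0035 and 0.0045 for cartilage in hydrogel, PCL and β-TCP against control. For erythroid genes these were 0.13, 0.069 and 0.93. In β-TCP against control fry gave 7.8e-04 for macrophage, 0.0020 for lysosomal and 0.0027 for osteoclast genes. Values of fry without a β-TCP replicate are not given here. The 57 annotated GO and KEGG terms that the paper names were tested with one-sided Fisher's exact tests over the tested genes that carry any annotation. Their p-values were adjusted within a comparison, over its higher and lower terms together. Of the 57 terms, the 47 on which camera was run did not hold with an estimated correlation either, where the smallest was adjusted p = 0.226. Camera was not run on the genes of at least 2 scaffold groups or on a term with 2 genes. Principal components came from a singular value decomposition of gene-centred log2 values. Named genes are all those the paper names in its text or in Figures 5, 8 and 9, the 10 higher and 10 lower genes of each comparison with the largest change at an adjusted p under 0.05 whose libraries did not overlap, and from each reported list up to 4 members with the largest change at that adjusted p, or, where none passed, the 2 with the highest mean FPKM. A few genes that this rule names are not reported here.

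The alternatives were other pseudocounts, other filters on low values, median-of-ratios scaling, quantile normalization, a fit of only the groups compared, the replicate number as a block, weights per library, no trend, the ratio of group mean FPKM, the scaffolds as 1 group, the muscle or erythroid list left out of the total, and each library left out in turn. The test was run on simulated data with known changes for β-TCP against control over 12633 genes. At log2 changes of 1, 2, 3 and 4 it recovered 78%, 92%, 94% and 100% of 50 genes each, with 8 false calls. The simulated data are not shown to hold the spread of the control libraries or the closeness of β-TCP replicates 2 and 3. These shares thus check that the test runs as meant, and do not give its power or false calls in the real comparison. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The RT-qPCR, histology and imaging of the paper were not analysed here, and neither were its protein interaction networks.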

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

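Of the alternatives named in this part, limma-voom and the averaging of β-TCP replicates 2 and 3 were chosen after the results were seen. In each scaffold group, the gene with the largest rise over the control group, among those at an adjusted p under 0.05 from limma whose libraries do not overlap, is one that the paper does not discuss, and its level lay above that of every control library.

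In the hydrogel group this was Rps10l1, a gene similar to that of ribosomal protein S10, at 29 ± 4.67 FPKM in the control group (SD, n = 3), 71.6 ± 6.31 in the hydrogel group, 70.2 ± 8.08 in the PCL group and 82.8 ± 0.782 in the β-TCP group. Its log2 fold change was 1.28 (standard error 0.13, adjusted p = 0.018). The call ended without hydrogel replicate 1, 2 or 3, with a fit of only the 2 groups compared and with the replicate number as a block. Rps10l1 ranged from 1.17 to 1.39 on the log2 scale with 1 library left out. Reads shared with other genes of that protein were not tested as a source.

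In the PCL group it was Cst6, a secreted inhibitor of cysteine proteases such as legumain, at 0.799 ± 0.271 FPKM in the control group (SD, n = 3), 1.92 ± 1.57 in the hydrogel group, 41.7 ± 22.6 in the PCL group and 1.74 ± 0.599 in the β-TCP group. Its log2 fold change was 4.44 (standard error 0.42, adjusted p = 0.0038). This call ended by limma-voom. Cst6 ranged from 4.04 to 4.84 on the log2 scale with 1 library left out.

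In the β-TCP group it was Mmp12, the elastase of macrophages, at 27.2 ± 8.26 FPKM in the control group (SD, n = 3), 23.4 ± 18.7 in the hydrogel group, 573 ± 249 in the PCL group and 374 ± 245 in the β-TCP group, so its highest mean was that of the PCL group. Its log2 fold change in the β-TCP group was 3.4 (standard error 0.68, adjusted p = 0.025), with 91.4, 516 and 514 FPKM in replicates 1 to 3. In that group the call ended without control replicate 1 or 2 or β-TCP replicate 2 or 3 or with β-TCP replicates 2 and 3 averaged. Mmp12 ranged from 2.99 to 4.23 on the log2 scale with 1 library left out.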

How the results depend on the processing

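The averaging of β-TCP replicates 2 and 3 and limma-voom were chosen after the results were seen. With 1 library left out, the counts of genes at an adjusted p under 0.05 ranged from 0 to 6 in hydrogel against control (against 1), 2 to 69 in PCL against control (against 35), 11 to 1350 in β-TCP against control (against 604), 1 to 20 in PCL against hydrogel (against 13), 7 to 779 in β-TCP against hydrogel (against 775), 2 to 47 in PCL against β-TCP (against 83) and 1 to 122 in the scaffolds together against control (against 5). The counts at the threshold of the paper ranged from 94 to 1194 in hydrogel against control, 210 to 944 in PCL against control, 375 to 807 in β-TCP against control, 78 to 163 in PCL against hydrogel, 470 to 1397 in β-TCP against hydrogel and 179 to 717 in PCL against β-TCP, and the shared genes from 48 to 169. The annotated terms that passed ranged from 6 to 11 in hydrogel against control, 8 to 11 in PCL against control, 8 to 12 in β-TCP against control, 0 to 1 in PCL against hydrogel and 3 to 5 in β-TCP against hydrogel, the lists called by camera at the preset correlation from 24 to 27 in hydrogel against control, 17 to 23 in PCL against control, 16 to 22 in β-TCP against control, 9 to 20 in PCL against hydrogel, 19 to 25 in β-TCP against hydrogel and 19 to 24 in PCL against β-TCP, and the share of the first component from 52.8 to 56.6%. The cause was not tested beyond the lower number of libraries. Where a group was left with 2 libraries, the fit pooled their spread with that of the other groups. At a depth of 15036338 to 17358297 fragments, 12633 of 22601 genes reached the limit for testing, and changes of the others were not measured.

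With a pseudocount of 0.1, the count at an adjusted p under 0.05 was 6 in PCL against hydrogel, 38 in PCL against β-TCP and 2 in the scaffolds together against control, the count at the threshold of the paper was 161 in PCL against hydrogel and the share of the first component was 52.1%. With a pseudocount of 0.01, the count at an adjusted p under 0.05 was 6 in PCL against hydrogel, 26 in PCL against β-TCP and 2 in the scaffolds together against control, the count at the threshold of the paper was 444 in hydrogel against control and 161 in PCL against hydrogel and the share of the first component was 50.6%. With no filter on low values, the count at an adjusted p under 0.05 was 16 in the scaffolds together against control, the number of annotated terms that passed was 7 in hydrogel against control and the share of the first component was 52.5%. Over genes with a mean of at least 5 FPKM, the count at an adjusted p under 0.05 was 22 in PCL against control, 1 in PCL against hydrogel, 34 in PCL against β-TCP and 1 in the scaffolds together against control, the count at the threshold of the paper was 61 in PCL against hydrogel, the number of shared genes was 55 and the share of the first component was 58.4%. After scaling by the median of ratios, the count at an adjusted p under 0.05 was 26 in PCL against hydrogel, 1387 in β-TCP against hydrogel, 50 in PCL against β-TCP and 3 in the scaffolds together against control and the number of annotated terms that passed was 1 in PCL against hydrogel. After quantile normalization, the count at an adjusted p under 0.05 was 392 in β-TCP against control, 25 in PCL against hydrogel, 1538 in β-TCP against hydrogel and 3 in the scaffolds together against control and the number of annotated terms that passed was 1 in PCL against hydrogel. With a fit of only the 2 groups compared, the count at an adjusted p under 0.05 was 0 in hydrogel against control, 7 in PCL against control, 124 in β-TCP against control, 4251 in β-TCP against hydrogel and 2189 in PCL against β-TCP, the count at the threshold of the paper was 173 in hydrogel against control and 175 in PCL against hydrogel and the number of annotated terms that passed was 6 in hydrogel against control and 1 in PCL against hydrogel. With a weight per library, the count at an adjusted p under 0.05 was 4174 in hydrogel against control, 7296 in PCL against control, 8546 in β-TCP against control, 2476 in PCL against hydrogel, 7445 in β-TCP against hydrogel, 6859 in PCL against β-TCP and 7349 in the scaffolds together against control, the count at the threshold of the paper was 740 in β-TCP against control and 266 in PCL against hydrogel and the number of annotated terms that passed was 1 in PCL against hydrogel. With fold changes from the ratio of group mean FPKM, the count at the threshold of the paper was 458 in hydrogel against control and 182 in PCL against hydrogel. With the scaffolds fitted as 1 group, the count at an adjusted p under 0.05 was 20 in the scaffolds together against control. With the muscle list left out of the FPKM total, the number of lists called by camera was 28 in PCL against control. With β-TCP replicates 2 and 3 averaged, the count at an adjusted p under 0.05 was 11 in β-TCP against control, 16 in β-TCP against hydrogel, 2 in PCL against β-TCP and 1 in the scaffolds together against control, the count at the threshold of the paper was 319 in PCL against β-TCP, the number of annotated terms that passed was 3 in β-TCP against hydrogel and the share of the first component was 55.6%. By limma-voom, the count at an adjusted p under 0.05 was 9 in PCL against control, 1 in PCL against hydrogel, 45 in PCL against β-TCP and 2 in the scaffolds together against control and the count at the threshold of the paper was 512 in hydrogel against control and 168 in PCL against hydrogel. The weights did not converge, and control replicate 1 took 40.6 and control replicate 3 0.0439. The weighted counts against control thus rest almost on 1 control library. In the weighted counts between scaffold groups, the largest weights were 2.04 for hydrogel replicate 1 and 5.32 for PCL replicate 2. Those of β-TCP replicates 2 and 3 were 2.77 and 2.82. Quantile normalization and the median of ratios also moved the split in hydrogel against control at the threshold of the paper, to 52 higher and 251 lower and 52 higher and 262 lower. The cause of the values in this paragraph was not otherwise tested, and totals of genes, terms or lists not named stayed within 1.5 times.

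The replicate numbers did not pair the libraries. The mean correlation of deviations from the group means was -0.09 over 18 pairs with the same number and 0.04 over 36 pairs with different numbers, and not every library correlated best with its own number. With the replicate number as a block, the count at an adjusted p under 0.05 was 0 in hydrogel against control, 11 in PCL against control, 322 in β-TCP against control, 3 in PCL against hydrogel, 360 in β-TCP against hydrogel, 45 in PCL against β-TCP and 1 in the scaffolds together against control. The other totals stayed within 1.5 times, but higher genes in hydrogel against control at the threshold of the paper numbered 54 against 102.

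Lists were judged here by camera's call at the preset correlation, which did not hold with an estimated correlation. Among reported lists, 1529 values under an alternative kept their direction and side of the threshold, 39 lost it, 25 gained it and 7 reversed. Among named genes these were 8149, 1214, 289 and 10. Member counts of the lists were not part of this tally. In β-TCP against control, those of lysosomal, osteoclast and cartilage genes fell from 18, 9 and 10 to 0 without β-TCP replicate 2. With a weight per library the reversed values on the log2 scale were Cxcl12 -0.50 in PCL against control, Mpo -0.95 in PCL against control, Tnnc1 -0.60 in β-TCP against control, Hbb -0.96 in β-TCP against control, Mgst3 -0.72 in β-TCP against control, Vegfa 0.31 in β-TCP against control, Col4a1 0.29 in β-TCP against control, Hbb-b1 -0.97 in β-TCP against control, S100a9 -1.41 in β-TCP against control and S100a8 -1.39 in β-TCP against control. For the Wnt and Hippo list in β-TCP against control camera's direction turned there, while the median stayed below 0 (-0.0315, against -0.10). With 1 library left out, the direction of camera turned for lists whose medians ranged from -0.53 to 0.0759 for collagen and matrix, -0.29 to 0.103 for Wnt and Hippo and -0.25 to 0.101 for endothelial genes, each in β-TCP against control and without control replicate 3. It also turned for muscle genes in hydrogel against control (0.26 to 1.45, without hydrogel replicate 3) and, in PCL against hydrogel, for mitotic genes (-0.37 to 0.0769, without hydrogel replicate 3) and DNA replication genes (-0.29 to 0.102, without PCL replicate 3). The cause was not tested.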

Differences from the paper's values

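Unless an adjusted p or a term is named, counts in this part are at the thresholds that the paper's methods state. These are an unadjusted p under 0.05 and a fold change over 2 or under 0.5. The main counts come from limma on log2(FPKM + 1). Of the alternatives, all but limma-voom and the averaging of β-TCP replicates 2 and 3 were set before the data were examined. The genes behind the paper's counts were not at hand, as its supporting files were not read, so how many of them limma-voom drops is not known. Its own totals also disagree: the higher and lower genes that it counts per group add up to more than the group totals of Fig. 5F, above all for β-TCP, so a gap to one set is not a gap to the other.

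For hydrogel against control the paper's count of higher genes is 201, against 102 here. Within 1.5 times of it came a pseudocount of 0.1 (153), a pseudocount of 0.01 (154), hydrogel replicate 2 left out (200) and the ratio of group mean FPKM (137), and no other alternative set beforehand, while limma-voom, chosen after the values were seen, gave 239. The paper's count of lower genes is 410, against 187 here. It was reached within 1.5 times with a pseudocount of 0.1 (275), a pseudocount of 0.01 (290), control replicate 2 left out (354), hydrogel replicate 2 left out (276) and the ratio of group mean FPKM (321), and with no other alternative set beforehand. In the Venn diagram the paper's hydrogel total is about 580 in Fig. 5F, read by eye, against 289 here. Of the alternatives set beforehand, a pseudocount of 0.1 (428), a pseudocount of 0.01 (444), control replicate 1 left out (592), hydrogel replicate 2 left out (476) and the ratio of group mean FPKM (458) came within 1.5 times of it and the others did not, while limma-voom, chosen after the values were seen, gave 512.

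For PCL against control the paper's count of higher genes is 580, against 300 here. Within 1.5 times of it came a pseudocount of 0.1 (392), a pseudocount of 0.01 (393), control replicate 1 left out (500) and control replicate 2 left out (651), and no other alternative set beforehand, while limma-voom, chosen after the values were seen, gave 436. The paper's count of lower genes is 416, against 160 here. It was reached within 1.5 times with control replicate 2 left out (293) and the ratio of group mean FPKM (287), and with no other alternative set beforehand. In the Venn diagram the paper's PCL total is about 800 in Fig. 5F, read by eye, against 460 here. Of the alternatives set beforehand, a pseudocount of 0.1 (629), a pseudocount of 0.01 (647), control replicate 1 left out (706), control replicate 2 left out (944), PCL replicate 1 left out (565) and the ratio of group mean FPKM (659) came within 1.5 times of it and the others did not, while limma-voom, chosen after the values were seen, gave 682.

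For β-TCP against control the paper's count of higher genes is 887, against 314 here. None of the alternatives set beforehand came within 1.5 times the paper's value. The paper's count of lower genes is 470, against 130 here. Within 1.5 times of it came a weight per library (442) and control replicate 3 left out (512), and no other alternative set beforehand. In the Venn diagram the paper's β-TCP total is about 830 in Fig. 5F, read by eye, against 444 here. It was reached within 1.5 times with a pseudocount of 0.1 (607), a pseudocount of 0.01 (623), a weight per library (740), control replicate 1 left out (619), control replicate 3 left out (807), β-TCP replicate 1 left out (572) and the ratio of group mean FPKM (623), and with no other alternative set beforehand, while limma-voom, chosen after the values were seen, gave 616.

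The paper's count of genes shared by the 3 scaffold groups is 179, against 90 here. Of the alternatives set beforehand, control replicate 1 left out (169), control replicate 2 left out (148) and the ratio of group mean FPKM (120) came within 1.5 times of it and the others did not. Of these the paper's count of higher genes is 18, against 5 here. Within 1.5 times of it came a pseudocount of 0.1 (13), a pseudocount of 0.01 (16) and control replicate 2 left out (16), and no other alternative set beforehand, while limma-voom, chosen after the values were seen, gave 17. The paper's count of shared lower genes is 161, against 85 here. It was reached within 1.5 times with control replicate 1 left out (116), control replicate 2 left out (132) and the ratio of group mean FPKM (113), and with no other alternative set beforehand.

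For PCL against hydrogel the paper's counts are about 200 higher and about 230 lower genes in Fig. 8B, read by eye, against 69 and 28 here. For the higher genes, none of the alternatives set beforehand came within 1.5 times the paper's value. For the lower genes, none of the alternatives set beforehand came within 1.5 times the paper's value.

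For β-TCP against hydrogel the paper's counts are about 920 higher and about 1100 lower genes in Fig. 8B, read by eye, against 425 and 634 here. For the higher genes, of the alternatives set beforehand, a pseudocount of 0.01 (617) came within 1.5 times of it and the others did not. For the lower genes, within 1.5 times of it came a pseudocount of 0.1 (758), a pseudocount of 0.01 (750), a fit of only the 2 groups (759), a weight per library (778), hydrogel replicate 2 left out (785), β-TCP replicate 1 left out (761) and the ratio of group mean FPKM (876), and no other alternative set beforehand, while limma-voom, chosen after the values were seen, gave 763.

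For PCL against β-TCP the paper's counts are about 930 higher and about 350 lower genes in Fig. 8B, read by eye, against 422 and 144 here. For the higher genes, none of the alternatives set beforehand came within 1.5 times the paper's value. For the lower genes, it was reached within 1.5 times with a pseudocount of 0.1 (247), a pseudocount of 0.01 (263) and the ratio of group mean FPKM (258), and with no other alternative set beforehand, while limma-voom, chosen after the values were seen, gave 255.

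The paper gives the β-TCP group the most differentially expressed genes. At its thresholds 460 genes passed in the PCL group and 444 in the β-TCP group. The β-TCP group had more than the PCL group with a weight per library (740 against 348), a fit of only the 2 groups (409 against 318), no filter on low values (460 against 447), the replicate number as a block (442 against 392) and control replicate 3 left out (807 against 210). Leaving out PCL replicate 3 gave 257 in the PCL group, below the 444 of β-TCP, and leaving out β-TCP replicate 1 gave 572 in the β-TCP group, above the 460 of PCL. PCL replicate 2 left out likewise gave 403, while PCL replicate 1 left out gave 565 and β-TCP replicate 2 or 3 left out 375 or 377, with PCL ahead. The most genes at an adjusted p under 0.05 were those of the β-TCP group, at 604 against 35 and 1. The paper gives Cxcl12 and Il1b as main changed proteins of the β-TCP group. For Cxcl12 the log2 fold change there was -0.07, from -0.71 to 0.35 with 1 library left out, and it passed with a weight per library (-0.94) and with control replicate 3 left out (-0.71), lower in both. Il1b was higher there at the paper's thresholds (2.37), and at an adjusted p under 0.05 with a weight per library, control replicate 1 left out or β-TCP replicate 1 left out. Against hydrogel and against PCL, Il1b and Il1r1, which the paper gives as higher in the β-TCP group, did not pass the paper's thresholds here. Their log2 fold changes were 1.44 and 0.93 for β-TCP against hydrogel and -1.26 and -0.72 for PCL against β-TCP. At an adjusted p under 0.05 each passed in both comparisons with a weight per library, and Il1r1 against hydrogel also after either scaling, with a fit of only the 2 groups or with β-TCP replicate 1 left out. Egr1, which the paper's Erg1 is taken to mean, Fos and Junb passed in its direction. Of the troponins that it gives as higher in the hydrogel and PCL groups, Tnnc1 passed its thresholds in both (1.30 and 1.86) and Tnni1 in the PCL group (1.32). Tnni1 in the hydrogel group (0.92) and Tnni2 and Tnnc2 in both (1.55 and 1.67, 2.24 and 2.72) did not. At an adjusted p Tnnc1 passed in the PCL group with a weight per library. Cdc20, Cdc45, Cdc6 and Cdca8 passed the paper's thresholds in β-TCP against hydrogel and in PCL against β-TCP, in its direction. At an adjusted p under 0.05 they passed with a fit of only the 2 groups or a weight per library.

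Of the terms that the paper lists, 11 of 12 passed Fisher's exact test here in hydrogel against control, 10 of 12 in PCL, 11 of 12 in β-TCP, 5 of 6 in β-TCP against hydrogel and 0 of 6 in PCL against hydrogel. The paper lists muscle thick filaments as higher in the hydrogel group, where 0 of 2 genes were counted. That term passed with a weight per library or hydrogel replicate 2 left out, and by limma-voom, chosen after the values were seen. It lists antigen processing (0 of 23 genes here) and muscle contraction (2 of 35) as higher in the PCL group. The second passed with PCL replicate 2 left out, a fit of only the 2 groups, a pseudocount of 0.01, a pseudocount of 0.1 or the replicate number as a block, the first under none of the alternatives run. It lists multinuclear osteoclasts as higher in the β-TCP group (0 of 4), a term that passed with control replicate 1 left out.

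The paper states that PCL and β-TCP raised calcium reabsorption and osteoclast differentiation against hydrogel. For PCL against hydrogel 2 of 36 and 1 of 108 genes were counted, and calcium reabsorption passed with PCL replicate 3 left out, hydrogel replicate 2 left out or median-of-ratios scaling. For β-TCP against hydrogel calcium reabsorption had 1 of 36, while osteoclast differentiation passed. The terms it gives as higher in hydrogel than in PCL did not pass. Hematopoietic cell lineage, with 1 of 70, passed with a fit of only the 2 groups, a weight per library or quantile normalization. Among genes of at least 2 scaffold groups the paper lists cytokine, defense, interleukin-6, neutrophil and chemotaxis terms as higher and tissue development as lower. None of these passed here, while cartilage development, chondrocyte differentiation and extracellular space did. The alternatives were not run on the genes of at least 2 groups.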

Other observations

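The averaging of β-TCP replicates 2 and 3 and limma-voom were chosen after the results were seen. Several genes that the paper does not discuss rose in the PCL group. Sfrp5, a secreted inhibitor of Wnt signaling, was at 0.848 ± 0.557 FPKM in the control group (SD, n = 3), 0.267 ± 0.165 in the hydrogel group, 14.9 ± 8.72 in the PCL group and 1.28 ± 0.624 in the β-TCP group. On the log2 scale it rose by 3.01 (standard error 0.35, adjusted p = 0.013) against the control, by 3.52 (standard error 0.35, adjusted p = 0.0072) against the hydrogel and by 2.71 (standard error 0.35, adjusted p = 0.016) against the β-TCP group, all from limma. Against the control group Sctr, the secretin receptor, rose by 3.76 (standard error 0.49, adjusted p = 0.015) and Cldn4, a claudin of tight junctions, by 2.29 (standard error 0.28, adjusted p = 0.014). Of 11 adipocyte genes 2 rose there and none fell (3 adjusted over the list alone). These were Lpl, the lipoprotein lipase that macrophages also make (2.77, from 35.6 ± 15.4 to 242 ± 88.5 FPKM), and Fabp4, a fatty acid carrier of adipocytes and macrophages (2.61). The list as a whole went both ways, with 6 genes above and 5 below 0 and a median of 0.30, which was 0.48 without control replicate 1, 0.52 without control replicate 2, -0.36 without control replicate 3, -0.01 without PCL replicate 1 and 0.16 without PCL replicate 3. The calls against control ended without PCL replicate 2 (all), by limma-voom (Sfrp5, Sctr, Cldn4 and Fabp4), without PCL replicate 1 (Sctr, Cldn4, Lpl and Fabp4) and without control replicate 1 or 2 or PCL replicate 3 (Fabp4). Sfrp5 ranged from 2.59 to 3.25 on the log2 scale, Sctr from 3.63 to 3.93, Cldn4 from 2.18 to 2.39, Lpl from 2.38 to 3.05 and Fabp4 from 2.20 to 2.82 with 1 library left out. Sfrp5 ranged from 3.11 to 3.76 against hydrogel and from 2.29 to 2.95 against β-TCP. Against hydrogel only 1 gene passed without hydrogel replicate 3, and 1 by limma-voom. Against β-TCP 2 genes passed without β-TCP replicate 3, and 2 with the pair averaged. Whether Sfrp5 was among these genes is not reported here, so its calls there may be lost.

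Most genes of hypoxia and glycolysis had higher levels in the β-TCP than in the hydrogel group, with 16 above and 1 below 0. Senescence genes went both ways, with 10 above and 5 below 0. Of 17 hypoxia and glycolysis genes 5 rose and none fell (10 adjusted over the list alone, median 0.69). Adm, the vasodilator adrenomedullin, was at 5.53 ± 0.171 against 1.42 ± 0.48 FPKM, a log2 fold change of 1.45 (standard error 0.31, adjusted p = 0.027), and the glycolytic enzyme gene Aldoa rose by 0.80. Of 15 senescence genes 5 rose and none fell (6 higher and 2 lower adjusted over the list alone, median 0.82). Gdf15, a stress-induced cytokine, was at 11.8 ± 1.89 against 3.8 ± 0.167 FPKM, a log2 fold change of 1.40 (standard error 0.16, adjusted p = 0.0068), and the cyclin kinase inhibitor gene Cdkn2b rose by 1.24. The count of hypoxia and glycolysis genes was 0 without hydrogel replicate 1 or 3 or β-TCP replicate 2 or 3 and 0 with β-TCP replicates 2 and 3 averaged, and that of senescence genes 2 without hydrogel replicate 1, 1 without hydrogel replicate 3 or β-TCP replicate 2 or 3 and 1 with β-TCP replicates 2 and 3 averaged. Of 79 ribosomal protein genes none passed limma's test over all genes or limma-voom in the hydrogel or PCL group. At an unadjusted p under 0.05, 68 were higher in the hydrogel group, 62 higher and 1 lower in the PCL group, and adjusted over the list alone 68 higher, and 52 higher and 1 lower. In the β-TCP group Rpl41 (0.47) and Rpl39 (0.39) rose, and neither passed after median-of-ratios scaling or quantile normalization. Their calls also ended without control replicate 2 or β-TCP replicate 2 or 3 or with β-TCP replicates 2 and 3 averaged (both) and without control replicate 1 or β-TCP replicate 1 (Rpl39). Rpl41 ranged from 0.43 to 0.50 on the log2 scale and Rpl39 from 0.35 to 0.41 with 1 library left out. The medians in the hydrogel, PCL and β-TCP groups were 0.35, 0.31 and 0.23, 0.20, 0.26 and 0.15 after the median of ratios, and 0.17, 0.09 and 0.03 after quantile normalization. The median of all genes in hydrogel against control was 0.14 before and 0.02 after the latter.

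Replicates 2 and 3 of the β-TCP group lay 17.7 apart, against 36.4 or more for other pairs of a group, and their closeness is a candidate explanation for the count of β-TCP calls. With the pair averaged, 11 genes passed in β-TCP against control, 1.82% of 604, as this explanation predicted. Without replicate 2 the count was 11, without replicate 3 11 and without replicate 1 525, so the number of libraries alone does not account for it. Whether the pair shares an animal or a sample, or is a pair of rats with a uniform response to β-TCP, stays open, and no test here separates these.

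DNA replication and mitotic genes were lower in the β-TCP than in the hydrogel group, with a median log2 fold change of -1.43 over 75 genes of the 2 lists. A share of the FPKM total taken by erythroid transcripts lowers other genes most where that share is largest. Hemoglobin held 17.9%, 9.9% and 18.8% of the FPKM in hydrogel and 7.3%, 3.61% and 3.44% in β-TCP replicates 1 to 3. That share would thus lower genes in hydrogel, opposite to the change seen, which argues against it as the whole cause. With the erythroid list left out of the total the median was -1.39, 97.3% of its size. This step could hardly remove a change of the opposite direction, so no conclusion is drawn from it. Erythroid cell content remains open. With the mean of 26 erythroid genes as a covariate the median was -0.63, 44.1% of its size, between the bounds set for either outcome, and the erythroid mean was 7.50, 6.64 and 7.67 in hydrogel and 6.40, 5.17 and 5.21 in β-TCP replicates 1 to 3. B cell, neutrophil and megakaryocyte genes were also lower in median (-2.56, -1.85 and -1.48), while T cell genes were not (0.03), and the composition may differ in several kinds of blood cells, which was not tested as a cause. Fewer dividing erythroid cells and less division within each cell type cannot be told apart here, because the erythroid level and the group vary together.

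Mature muscle genes were higher in some libraries of the scaffold groups. The FPKM of 6 myosin heavy chain genes summed to 2.53, 0.179 and 31.8 in hydrogel and 18.1, 0.0692 and 17.8 in PCL replicates 1 to 3, to 0.127, 2.13 and 2.18 in β-TCP replicates 1 to 3, and to less than 1 in each control library. Uninjured adult muscle collected with the samples is argued against as the whole source, since Myh3 and Myh8, the embryonic and neonatal forms, held 47.3% of that FPKM over the hydrogel and PCL libraries. Per library this was 59.2%, 82.3% and 30.3% in hydrogel, 55.9%, 72% and 66.8% in PCL and 38.4%, 86.1% and 82.5% in β-TCP replicates 1 to 3, so in hydrogel replicate 3, with the most myosin, uninjured muscle is least argued against. Regenerating muscle at the edge of the defect, collected in some samples and not in others, may give the same values and was not separated from a response to the scaffold.

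Other splits of the same libraries were counted for each comparison. With 3 libraries against 3 there are 10 splits, so no share can lie under 0.1. At an adjusted p under 0.05 the real count and the highest count of another split were 1 and 0 in hydrogel against control, 35 and 1 in PCL against control, 604 and 1 in β-TCP against control, 13 and 32 in PCL against hydrogel, 775 and 0 in β-TCP against hydrogel and 83 and 2 in PCL against β-TCP. Splits with a count as large, the real one included, were 1, 1, 1, 2, 1 and 1 in that order. At the threshold of the paper the real and highest other counts were 289 and 639 in hydrogel against control, 460 and 417 in PCL against control, 444 and 723 in β-TCP against control, 97 and 51 in PCL against hydrogel, 1059 and 176 in β-TCP against hydrogel and 566 and 101 in PCL against β-TCP, with 2, 1, 2, 1, 1 and 1 splits as large.

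For the scaffolds as 1 group against control, 2 of 100 splits drawn from 220, the real one included, gave a count as large as the real 20. The highest other count was 3881. That split set control replicate 3 with β-TCP replicates 2 and 3 against the other 9 libraries, which points to a structure of the samples that the groups do not follow. For the genes shared by the 3 scaffold groups 2 of 100 splits, the real one included, gave a count as large as the real 90. The highest other count was 170. Both shares take the libraries as exchangeable, which the close pair of β-TCP replicates 2 and 3 may not be. Counts as large were thus rare among these splits, but chance is not excluded.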
